# p53 reveals principles of chromatin remodeling and enhancer activation

**DOI:** 10.1093/nar/gkaf465

**Published:** 2025-06-06

**Authors:** Martin Fischer, Robert Schwarz, Konstantin Riege, Silke Förste, Katjana Schwab, Elina Wiechens, Alena van Bömmel, Steve Hoffmann

## Abstract

Pioneer transcription factors can bind to closed chromatin, initiating its opening and subsequent gene activation. However, the specific features that enable transcription factors to activate particular loci remain largely undefined. Here, we show that the transcription factor p53 unexpectedly initiates epigenetic remodeling at the majority of its binding sites and drives transcription at select loci. Our quantitative epigenetic data reveal that p53 establishes new enhancers, while quantitative transcription initiation analyses indicate that high local p53 abundance and sequence-specific binding are key features of sites where p53 successfully induces transcription. Surprisingly, we observed a spatial overlap between p53 binding sites and transcription initiation sites, suggesting a decoupling of these two events. Our results reveal that p53 activity unfolds across three distinct layers: histone modification, nucleosome eviction, and transcription initiation, with the latter driven by dynamic rather than static p53 DNA binding. These insights expand our understanding of the function of p53 by showing it not only actively initiates transcription but also broadly remodels chromatin. Overall, these findings offer a conceptual framework to explore how transcription factors regulate chromatin states and gene expression.

## Introduction

Transcription factors are central to genome regulation in development and disease by controlling enhancers and transcription activity [1–3]. However, it is largely unclear what distinguishes sites at which transcription factors exert regulatory effects from those sites at which they do not. In recent years, the well-known tumor suppressor p53 has emerged as a model transcription factor [4–7]. This is because p53 mediates particularly strong enhancer activity [8, 9] and has a well-understood gene regulatory network [10, 11], providing robust readouts. In addition, there is a large molecular toolbox to assess p53. For instance, small molecules such as Nutlin [12] allow a specific activation of p53, minimizing aberrant disturbances in other pathways.

While omics technologies have drastically expanded our understanding of how p53 functions as a transcription factor, several fundamental questions remain [13]. For instance, massively parallel reporter assays identified a globally strong enhancer activity driven by p53 response elements (p53REs) [6, 8, 9, 14–17]. However, in native chromatin, p53 activity appears to be much more restricted and context-specific [18], raising the question of what factors determine where p53 is active versus inactive. Another question is whether or not p53 functions as a *bona fide* pioneer factor. Unique to pioneer factors is their ability to bind sequence-specific sites in closed chromatin and initiate chromatin opening [3, 19]. Although p53 can access nucleosome-bound DNA [20–26], reports differ as to whether p53-mediated chromatin opening is rare [15, 22] or common [5, 27]. Recently, it has been reported that p53 binds preferentially to pre-established enhancers and has a limited capacity to remodel the local chromatin structure [28], suggesting that p53 may not have full pioneer factor capacities. In general, most p53 binding sites remain inaccessible and ineffective [22, 28], underscoring the need to understand the local contexts that enable its function. However, an integrated assessment of quantitative changes in chromatin characteristics and enhancer activity upon p53 induction is currently lacking.

Here, we quantitatively assessed DNA accessibility and nucleosome positioning by ATAC-seq, the enhancer histone modifications H3K4me1 and H3K27ac by CUT&Tag, and transcription start site (TSS) usage by CAGE-seq to systematically discern the regulatory impact of p53 at its binding sites in the human genome. Our data provide substantial evidence that p53 functions as a *bona fide* pioneer factor, including the establishment of *de novo* enhancers. Unexpectedly, our data reveal that p53 activity can be dissected into different layers and that p53 causes changes at the vast majority of its binding sites, with sequence specificity and high local p53 abundance being a reasonably good predictor of p53-dependent transcriptional activation. In addition, our data reveal an unexpected spatial overlap between p53 binding sites and TSSs, suggesting an uncoupling between DNA binding and transcription initiation by p53. Conceptually, our study provides a framework to better understand the local impact of transcription factors.

## Materials and methods

### Cell culture and drug treatment

MCF-7 (ATCC, Manassas, Virginia, USA) were grown in high-glucose Dulbecco’s modified Eagle’s media with pyruvate (Thermo Fisher Scientific, Darmstadt, Germany). Culture media were supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific), penicillin/streptomycin (Thermo Fisher Scientific), and nonessential amino acids (Thermo Fisher Scientific). Cells were tested twice a year for *Mycoplasma* contamination using the LookOut Detection Kit (Sigma–Aldrich, Darmstadt, Germany), and all tests were negative. Cell authentication was performed using morphological validation.

Cells were treated with Dimethylsulfoxid (DMSO) solvent control (0.15%; Carl Roth, Karlsruhe, Germany) or Nutlin-3a (10 μM; MedChemExpress, Monmouth Junction, NJ, USA) for 24 h.

### Transfection, RNA extraction, and reverse transcription semi-quantitative real-time PCR

Cells were seeded in six-well plates and reverse transfected with 10 nM Silencer Select siRNAs (#4390844 and #s607 from Thermo Fisher Scientific) using RNAiMAX (Thermo Fisher Scientific) and Opti-MEM (Thermo Fisher Scientific) following the manufacturer’s protocol.

Total cellular RNA was extracted using the innuPREP RNA Mini Kit (IST Innuscreen, Berlin, Germany) following the manufacturer’s protocol.

One-step reverse transcription and real-time polymerase chain reaction (PCR) were performed with a QuantStudio 5 using Power SYBR Green RNA-to-CT 1-Step Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. We used *ACTR10* as a suitable control gene that we identified previously to be unaffected by p53 but expressed across 20 gene expression profiling datasets [29]. The following reverse transcription quantitative PCR (RT-qPCR) primers were used: *ACTR10* (forward: TCAGTTCCGGAAGGTGTCTT; reverse: GGACGCTCATTATTCCCATC), *TP53* (forward: CACATGACGGAGGTTGTGAG; reverse: ACACGCAAATTTCCTTCCAC), *CDKN1A* (forward: GGAAGACCATGTGGACCTGT; reverse: GGATTAGGGCTTCCTCTTGG), *ALDH3A1* (forward: GATGAGCCCGTGGAGAAGAC; reverse: GACAGGGGTCAGGTGCTTG), *HES2* (forward: CATCAACCAGAGCCTGAGC; reverse: GGACGTCTGCCTTCTCTAGC), *HMOX1* (forward: CCAGCAACAAAGTGCAAGAT; reverse: GTGTAAGGACCCATCGGAGA), and *NACC2* (forward: TGATGAACTGCCACCTGTGT; reverse: CAGCGTGTTCCTGTCAAAGA).

### ATAC-seq data processing

ATAC samples from biological quadruplets of MCF-7 cells, treated with Nutlin-3a and DMSO control, were obtained from GSE250017 and processed as described before [7]. That is, after initial data quality inspection using FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), we applied Trimmomatic v0.39 [30] (5-nt sliding window approach, mean quality cutoff 22) for read quality trimming. Nextera transposase adapter sequence content was clipped using Cutadapt v2.10 [31]. Potential sequencing errors were detected and corrected using Rcorrector v1.0.4 [32]. Reads were aligned to hg38 using the mapping software segemehl [33, 34] v0.3.4 with adjusted accuracy (95%) and split-read option disabled. Non-mitochondrial alignments were selected and filtered for uniqueness and properly aligned mate pairs with Samtools v1.14 [35] as well as subsequently deduplicated by Picard *MarkDuplicates* v2.23.8 (https://broadinstitute.github.io/picard/). To account for Tn5 transposase cutting sites, 4 bp were clipped off from 5′-end of positive strand aligned reads, 5 bp otherwise, utilizing fgbio ClipBam v1.5.1 (https://fulcrumgenomics.github.io/fgbio). Peaks were then called from sub-nucleosomal fragments of size <120 bp using Macs2 v2.2.7.1 [36] (-f BED -q 0.01 --min-length 50 --max-gap 100 --call-summits --fe-cutoff 5 --nomodel --shift 75 --extsize 150) from BEDTools *bamtobed* v2.30.0 decoupled and re-formatted mappings [37].

We used DANPOS v3.0.0 [38] (forked from https://github.com/sklasfeld/DANPOS3) to obtain normalized read fractions from mononucleosome (180–240 bp) regions, as described previously [39].

### CUT&Tag and data processing

Biological duplicates of 100 000 MCF-7 cells treated with Nutlin-3a and DMSO control were used for CUTANA CUT&Tag assay (EpiCypher) according to the manufacturer's protocol version 1.5. Antibodies against H3K4me1 (#5326) and H3K27ac (#8173) were purchased from Cell Signaling Technology (Leiden, The Netherlands). The libraries were pooled and sequenced on a NextSeq 500 using a high-output kit v2.5 with 75 cycles (37 bp paired-end) run (Illumina).

Data processing was performed analogously as described earlier. Because of our high sequencing depth, we opted for deduplicating reads as suggested by the kit manufacturer. Aligned data were further filtered for fragments >120 bp and cleaned from reads overlapping ENCODE blacklisted regions (ENCFF356LFX) before being subjected to peak calling on sparse data using Macs2 without local lambda estimates (-f BED --nolambda -q 0.00001 --min-length 150 --max-gap 100 --broad --broad-cutoff 0.00001 --fe-cutoff 8 --nomodel --shift 0 --extsize 200). The “broad” peak option was selected to avoid any artificial fragmentation of peaks.

### ChIP-seq data processing

Single-end p53 ChIP-seq data were obtained from GSM2671290 and GSM2671296, which used DO-1 antibody that recognizes TAp53 isoforms [40] and processed as described earlier, while addressing Illumina universal adapter contaminants and not performing end-repair-clip. Recurrent p53 binding sites were taken from [41].

### CAGE-seq data processing

CAGE-seq data were obtained from GSE223512 and processed as described previously [7]. Briefly, Cutadapt was applied using the non-shifting 5′ adapter “XG” to clip a leading guanine and thus to correct for CAGE-seq’s typical 5′-end guanine addition bias before following initial preprocessing, including removal of Illumina universal adapter content, and alignment (see earlier). Unambiguously aligned reads were split into strand-specific subsets using Samtools to subsequently call strand-specific peaks using PEAKachu v0.2.0 (https://github.com/tbischler/PEAKachu) in adaptive mode, given all replicates. Peaks within a distance of 50 bp were merged with BEDTools *merge* [37]. CAGE-seq-detected TSSs (CTSSs) were obtained through BEDTools *genomecov* with the 5′-end coverage parameter, followed by BEDOPS v2.4.32 *max-element* [42] to determine TSS by local maxima.

### Differential expression analysis

Read quantification between Nutlin-3a and DMSO control samples was performed on merged peaks using featureCounts v2.0.3 [43], parametrized according to the CAGE-seq experiments library reverse strandness or non-strand-specific on all overlapping features for ATAC-seq and CUT&Tag, and subsequently tested for differential signals. Fold change and statistical significance were inferred using DESeq2 v1.34.0 [44], adjusted for multiple testing via the Benjamini–Hochberg procedure.

### Enrichment analysis of transcription factor binding

CistromeDB toolkit [45] was used to identify transcription factors that display ChIP-seq peak sets (top 1k peaks) that are significantly similar to the set of ATAC-seq or CAGE-seq peaks with significantly (False Discovery Rate (FDR) < 0.1) increased [log_2_fold change (FC) > 1] or decreased (log_2_FC < −1) signal.

### Chromatin states

Chromatin state information of untreated MCF-7 cells was obtained from EpiMap [46]. The 18 states were reduced to four states, namely promoter (TssA, TssBiv, TssFlnk, TssFlnkD, and TssFlnkU), enhancer (EnhA1, EnhA2, EnhBiv, EnhG1, EnhG2, and EnhWk), transcription (Tx and TxWk), and quiescent (Het, Quies, ReprPC, ReprPCWk, and ZNF/Rpts). Some regions were not annotated (n/a).

### Identification of putative target genes regulated through p53-bound enhancers

We incorporated enhancer-to-gene association data of MCF-7 cells from ENCODE (ENCFF617FJH) [47] to link CAGE-seq peaks (TSSs) to genes. To remove proximal promoter–gene associations and filter for distal enhancer–gene associations, we applied a distance threshold of 2.5 kb between CAGE-seq peaks and annotated target gene TSS. To identify target genes under potential control of p53-bound enhancers, we overlapped CAGE-seq peaks with p53 binding sites. We filtered for significantly and biologically meaningfully upregulated TSSs (CAGE-seq peak log_2_FC > 1, FDR < 0.1) and genes (gene log_2_FC > 0.5, FDR < 0.05).

### Positional enrichment of p53 around TSSs

We extended CTSSs by ±200 bp and overlapped them with p53REs to identify p53-specific TSSs. We used HOMER [48] with option *-size 200* to find the p53 motif enriched within the selected CTSS regions. The retrieved p53 motif was then applied to HOMER2 [6] with options *-size 401 -windows 19 -pkmer 3* to obtain a p53 position-specific enrichment within the CTSS regions.

### CTSS density around p53REs

The genomecov function of Bedtools v2.30.0 [37] was used to calculate the TSS coverage at each genomic position, considering only the 5′ position of the CAGE reads, so-called CAGE-seq-detected TSSs (CTSSs). We restricted our analysis to canonical p53REs containing two decameric half sites without a spacer (5388 out of 7705) [41] and extended these to 200 bp in the 5′ and 3′ directions. These regions were intersected with the genome-wide CTSS coverage and filtered for regions containing at least five CAGE-seq reads. The coverage for each position in a p53RE region was normalized by dividing the position-specific read count by the total read count of the corresponding p53RE region. Finally, the mean of the normalized read counts for each position across all p53RE regions was calculated and plotted for DMSO and Nutlin-3a data separated by EpiMap-derived chromatin states.

## Results

### p53 functions as a pioneer factor that increases DNA accessibility

To investigate differential DNA accessibility, we utilized Omni-ATAC-seq [49] upon p53 activation by the MDM2 inhibitor Nutlin-3a [12] in the widely used human breast cancer cell line MCF-7. We identified a total number of 200 577 accessible DNA regions, i.e. ATAC-seq peaks, in MCF-7 cells treated 24 h with Nutlin-3a and DMSO control. Among these regions, 15 075 and 8174 showed significantly increased and decreased accessibility, respectively (log_2_FC > 1/<−1 and FDR < 0.1) (Fig. 1A and Supplementary Table S1). When compared with publicly available transcription factor binding data, regions with increased accessibility showed a substantial overlap with binding sites of the transcription factors AP-1 (JUN/FOS) and p53 (Fig. 1B), suggesting that increased accessibility is strongly associated with p53 (TP53) binding. In contrast, regions with decreased accessibility showed a substantial overlap with binding sites of ESR1 and GATA3, which are known to cooperate at enhancers [50], and the latter of which is mutated in MCF-7 cells [51]. Both sets show substantial overlap with p300 (EP300) binding sites, a histone acetyltransferase that is involved in enhancer-mediated transcription [52], suggesting that many regions of differential accessibility represent enhancers.

**Figure 1.**
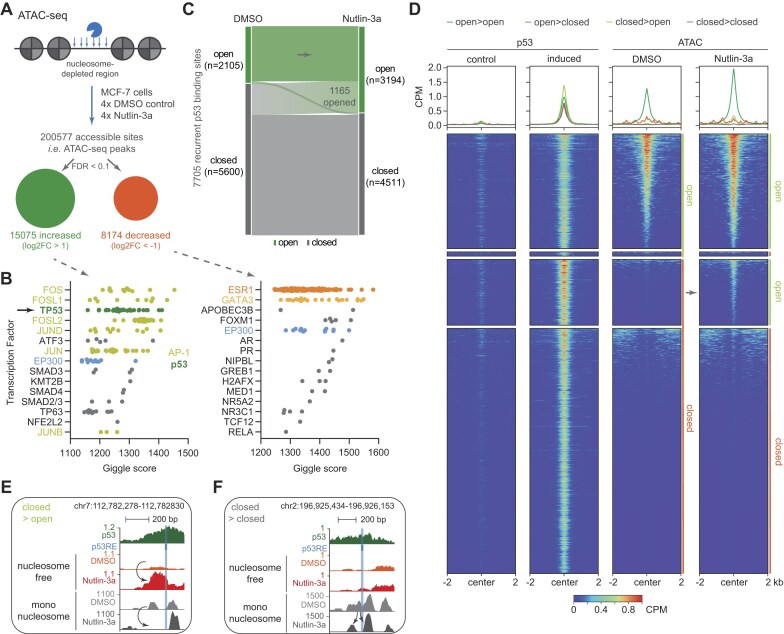
p53 is a pioneer factor that increases DNA accessibility. (**A**) ATAC-seq was performed on four biological replicates of Nutlin-3a and DMSO control-treated MCF-7 cells. Accessible sites were identified by peak calling, and their differential accessibility was assessed. (**B**) Enrichment of transcription factor binding sites that overlap sites with increased (left) or decreased (right) accessibility upon Nutlin-3a treatment. The top 15 transcription factors are displayed. (**C**) The presence (open) or absence (closed) of an ATAC-seq peak has been assessed at 7705 recurrent p53 binding sites, and changes between the Nutlin-3a and DMSO control conditions are displayed. (**D**) p53 ChIP-seq and ATAC-seq signals are displayed for the groups identified in panel (C). Regions sorted by ATAC-seq signal. Genome browser images displaying p53 ChIP-seq and ATAC-seq data at a p53 binding site (**E**) that became accessible and (**F**) that remained inaccessible upon Nutlin-3a treatment. The predicted p53RE is highlighted. p53 ChIP-seq and nucleosome-free ATAC-seq data were normalized to CPM. Mono-nucleosome ATAC-seq data were normalized by DANPOS according to library size and accessible DNA background.

DNA accessibility data at 7705 recurrent p53 binding sites [41] show that p53 binds to open chromatin at only about a quarter of sites (27%, 2105). Conversely, the majority of sites (73%, 5600) are in a closed chromatin state; i.e. no ATAC-seq peak was detected prior to p53 activation. Importantly, at 1165 of the closed sites, p53 activation by Nutlin-3a treatment leads to an opening of the previously inaccessible DNA (Fig. 1C). Given that our data were generated from bulk cells, simple peak-level data may not properly represent the DNA accessibility. Therefore, we also investigated quantitative changes in the ATAC-seq signal at p53 binding sites. Interestingly, activation of p53 by Nutlin-3a resulted in further increased accessibility at p53 binding sites already accessible prior to p53 activation. The small number of p53 binding sites that appeared to be closed after p53 activation have a comparatively high background signal and no apparent reduction in accessibility and thus appear to represent false-positive calls rather than a true decrease in accessibility (Fig. 1D).

In addition to assessing DNA accessibility, i.e. nucleosome-depleted regions derived from short ATAC-seq fragments, we used DANPOS [38] to infer single nucleosome positioning from the longer ATAC-seq fragments able to cover mono-nucleosome regions. Given that ChIP-seq-derived peak-level information on p53 binding is too imprecise to assess nucleosome positioning information, we used p53RE annotations, which were available for 6762 out of the 7705 p53 binding sites [41]. As expected, at constitutively open sites, we found that the p53REs were depleted of nucleosomes, while strong nucleosome signals were located next to them, with essentially no difference before and after p53 activation (Supplementary Fig. S1A). At loci where Nutlin-3a treatment made previously inaccessible DNA accessible, the data indicate a depletion of nucleosomes at p53REs upon p53 activation (Fig. 1E and Supplementary Fig. S1B and C), suggesting that p53 activity leads to nucleosome eviction, which is consistent with the increase in signals for accessible DNA. In addition, the data indicate that p53REs are preferentially located between nucleosomes before p53 binding (Supplementary Fig. S1B). Although ATAC-seq data are sparse at closed chromatin regions and should be interpreted with caution, our data indicate that p53 activation led to structured nucleosome repositioning at constitutively closed sites, with nucleosomes being shifted away from the p53REs (Fig. 1F and Supplementary Fig. S1D and E), while p53 activity did not lead to nucleosome eviction, as indicated by the absence of signals for accessible DNA. These data are in agreement with the ability of pioneer factors to induce nucleosome sliding [3] and suggest that p53 may be involved in chromatin remodeling at many more sites, albeit to a much lesser extent.

In contrast to p53, binding sites of the transcription factor RFX7, which is activated by p53 [29, 53], are largely accessible prior to p53 induction and do not show a significant increase in accessibility (Supplementary Fig. S2A). These data support a broad pioneer function of p53 and suggest that RFX7 has no pioneer activity.

### p53 establishes enhancers

It is well established that p53 successfully elicits transactivation at only a minority of its binding sites in the genome, while the precise context determining its activity is largely unknown [13]. To assess the importance of the preexisting chromatin state for p53 pioneering function, we integrated chromatin state information of MCF-7 cells from EpiMap [46] and inferred promoters, enhancers, transcribed regions, and quiescent chromatin. The majority (72%; 1519 out of 2105) of p53 binding sites with accessible DNA are located in promoters and enhancers already established before p53 activation. On the other hand, p53 binding sites where p53 activation made the DNA accessible were predominantly enriched in transcribed or quiescent chromatin (80%; 938 out of 1165) (Fig. 2A).

**Figure 2.**
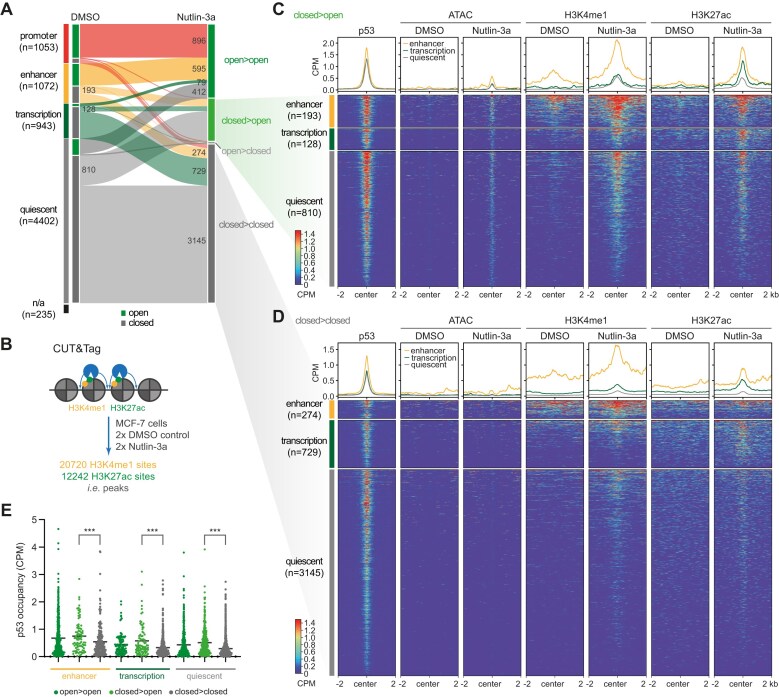
p53 establishes enhancers. (**A**) p53 binding sites were sorted by local chromatin state (promoter, enhancer, transcription, quiescent). In addition, they were sorted by the presence (open) or absence (closed) of an ATAC-seq peak in Nutlin-3a and DMSO control conditions. (**B**) CUT&Tag for H3K4me1 and H3K27ac was performed on two biological replicates of Nutlin-3a and DMSO control-treated MCF-7 cells. H3K4me1, H3K27ac, ATAC-seq, and p53 ChIP-seq signals are displayed for p53 binding sites that were closed in the DMSO control condition and open (**C**) or closed (**D**) in the Nutlin-3a treatment condition. Regions were sorted by average signal and p53 binding sites located in promoters were removed for visualization purposes because of the small group size and different signal scales. (**E**) p53 occupancy (CPM) at p53 binding sites in the different groups. Significance determined using a two-tailed Kruskal–Wallis test. ***P-value <.001.

Given the increased DNA accessibility at p53 binding sites in quiescent chromatin, we asked whether p53 also leads to epigenetic remodeling at such sites. To this end, we used CUT&Tag [54] to assess changes in the histone marks H3K4me1, which is indicative of enhancers [55], and H3K27ac, which is thought to separate active from inactive enhancers [56] (Fig. 2B). 

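CUT&Tag, in which an antibody directs a tethered transposase to chromatin carrying a histone mark, was performed on MCF-7 breast cancer cells, 100000 cells per sample. The cells were treated for 24 h with 10 µM Nutlin-3a, which releases p53 from its inhibitor MDM2, or with 0.15% DMSO as the control. The 8 samples comprise 2 replicates for each mark and treatment. The deposited values are 4 peak lists, 1 for each mark and treatment. None names a replicate, and each was taken to combine both replicates. The lists therefore hold no spread between replicates, and no test between the treatments could be made from them. The read counts behind the authors' differential signals are not part of the lists. The authors aligned the reads to hg38, removed duplicates and blacklisted regions, and called peaks with MACS2 without local background estimates. Each peak carries the authors' fold enrichment over the genome-wide background, with a minimum of 8 in every list. H3K4me1 gave 47769 peaks with DMSO, with a median width of 1405 bp and a median fold of 10.2, and 51834 peaks with Nutlin-3a, with 1340 bp and 10.4. H3K27ac gave 36717 peaks with DMSO, with a median width of 654 bp and a median fold of 9.47, and 35539 peaks with Nutlin-3a, with 727 bp and 9.76. Peaks of the 2 treatments that overlap by at least 1 bp were merged into regions. Of 63092 H3K4me1 regions, 52.0% had a peak with both treatments, 26.7% with Nutlin-3a only (95% confidence interval 26.4% to 27.1%) and 21.3% with DMSO only (21.0% to 21.6%). Of 52885 H3K27ac regions, 32.0% had a peak with both treatments, 33.1% with Nutlin-3a only (32.7% to 33.5%) and 34.9% with DMSO only (34.5% to 35.3%). With the lists of each mark brought to equal length, the larger of the 2 single-list shares changed side in both marks. With a fold of at least 12 in both lists, the H3K27ac shares were 34.7% with Nutlin-3a only and 21.5% with DMSO only, so the side changed there as well. H3K27ac regions shared by both treatments lay mostly at promoters (59.2% within 1000 bp of a TSS). Of the others, 56.8% of the Nutlin-3a only and 49.6% of the DMSO only H3K27ac regions lay in gene bodies outside promoters. The shared regions were wider (median 1948.5 bp against 330 bp and 268 bp) and had a larger median fold (12.8 against 8.97 and 8.80). A wider region reaches a TSS more readily, so these shares do not compare placement alone. The intervals are exact Clopper-Pearson intervals and cover counting error only, since the sequencing depth is unknown from the lists. A missing peak shows that the signal stayed below the authors' thresholds, not that the mark was absent. Only 189 of the 171859 peaks are over 8000 bp wide, and in H3K4me1 the Nutlin-3a only share of regions away from promoters rose from 11.0% below 35% GC to 70.3% above 60% GC.

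**Figure D1:**
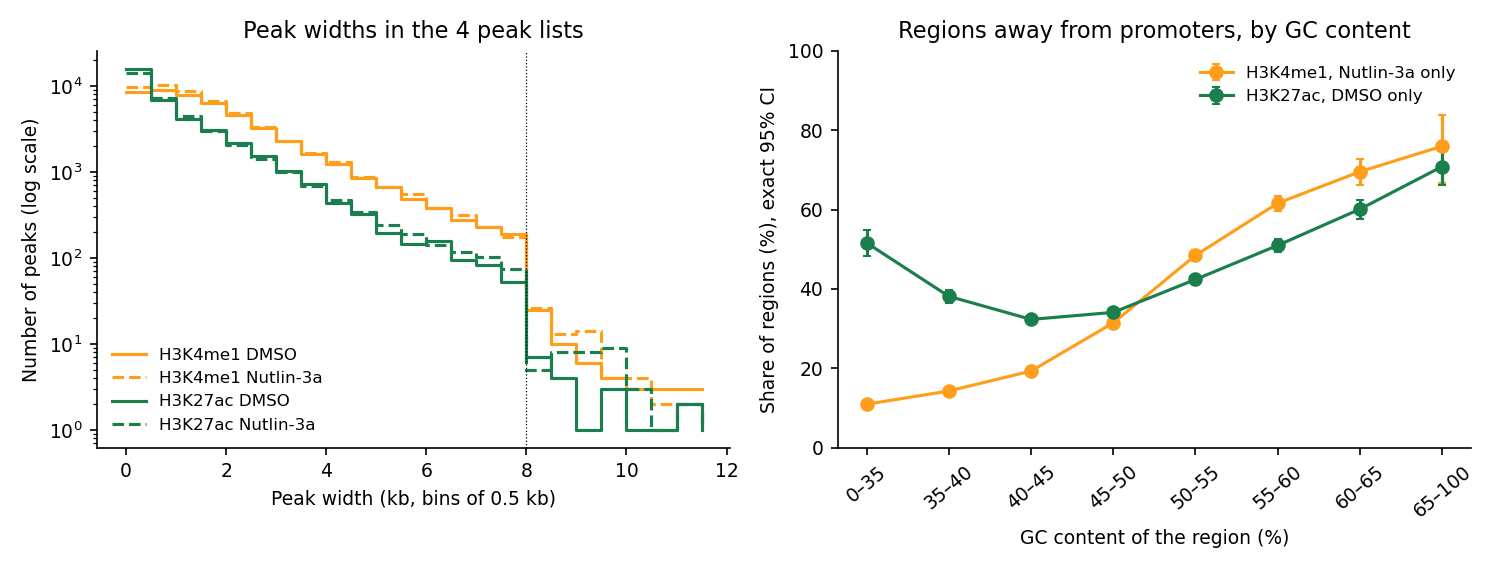
Left, number of peaks (log scale) by width in kb for the 4 peak lists, with a dotted line at 8 kb. Right, share of regions away from promoters by GC content, in percent with exact 95% confidence intervals, for H3K4me1 regions with a peak with Nutlin-3a only and H3K27ac regions with a peak with DMSO only. The H3K27ac share is 51.6% below 35% GC, 32.3% at 40% to 45% and 70.8% above 65%.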

Importantly, our data show that sites inaccessible prior to p53 activation showed little or no H3K27ac and H3K4me1 signals in the control condition. Upon p53 activation, H3K27ac and H3K4me1 signals were established at these sites (Fig. 2C), demonstrating that p53 can establish *de novo* enhancers. In addition, H3K4me1 and H3K27ac signals were also slightly increased at most sites that remained constitutively closed at the time of cell harvesting (Fig. 2D). 

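At the p53-bound enhancers of Table S3, H3K27ac and H3K4me1 peaks were found at more loci with Nutlin-3a than with DMSO. An H3K27ac peak lay within 500 bp of 105 of 119 loci (88.2%) with Nutlin-3a and of 69 (58.0%) with DMSO, and an H3K4me1 peak at 89 (74.8%) and 63 (52.9%). H3K27ac peaks were present with Nutlin-3a only at 42 loci, with DMSO only at 6, with both at 63 and with neither at 8. For H3K4me1 these numbers were 32, 6, 57 and 24. Both marks were present with Nutlin-3a only at 14 loci, and at 27 loci an H3K4me1 peak of both treatments was joined by an H3K27ac peak with Nutlin-3a only. The loci are the 198 TSS peaks that Table S3 links to 146 genes, merged within 1000 bp, and 42 of them lie within 1000 bp of an annotated TSS. The paper did not choose these TSS peaks on the CUT&Tag samples. It required induction with Nutlin-3a in CAGE-seq, overlap with p53 binding sites and an ENCODE link to a gene induced in RNA-seq. The random regions used below were not chosen in this way, so the loci differ from them in more than p53 binding. The largest H3K4me1 fold among the Nutlin-3a only loci was 19.5, at a locus linked to RPTN on chromosome 1 (hg38, 152168153 to 152168239), where H3K27ac had a fold of 15.7 with Nutlin-3a only. A p53 response element (p53RE) match with 1 mismatch, GGACTAGCCCAGACAAGTGC, lies there at 152167946 to 152167965. Such matches with at most 1 mismatch were found at 24 of the 119 loci (20.2%), in H3K4me1 at 6 of 32 with Nutlin-3a only against 12 of 57 with both treatments and 5 of 24 with neither, and in H3K27ac at 10 of 42 against 11 of 63 and 2 of 8. With at most 2 mismatches these numbers were 9, 24 and 10 in H3K4me1 and 17, 22 and 4 in H3K27ac, and differences between the groups were not tested. Loci linked to ACTBL2 (folds of 19.0 for H3K4me1 and 12.5 for H3K27ac), CALD1, which encodes the actin-binding caldesmon (14.8 and 11.5), ANXA2P2 (14.5 and 18.3), IQCN (13.6 and 13.6) and ACTG1P17 (12.8 and 14.0) also had both marks with Nutlin-3a only. Those linked to NDST1-AS1 (18.7), CELSR2 (15.0) and DNAI3 (13.4) had H3K4me1 with Nutlin-3a only and H3K27ac with both treatments. In H3K27ac, the largest Nutlin-3a only fold was 32.6, at a locus linked to ZNF488 on chromosome 10 (47396294 to 47396737). Loci linked to LINC00475 (32.1), CDKN1A (22.9) and ANXA2P2 (18.3) were also among the 10 largest. The rest of the 10 were linked to LINC00474 (30.4), NFATC3, a calcium-regulated transcription factor (21.2), GRINA and PARP10 (20.9), the ferrireductase STEAP3 (19.2), GAS6, a ligand of receptor tyrosine kinases (18.5), and the adhesion molecule NECTIN4 (17.9). The loci from LINC00474 to NECTIN4 all had H3K4me1 with both treatments. Among the DMSO only loci were those linked to SEPTIN9 and MGAT5B (H3K27ac fold 63.0), MLPH (13.7 in H3K27ac and 9.82 in H3K4me1), BBC3, which encodes the proapoptotic PUMA (10.8 in H3K27ac), and FAM222A-AS1 (8.69 in H3K27ac). The 6196 bp DMSO peak at the SEPTIN9 locus is not among the merged regions with DMSO only. A Nutlin-3a peak thus overlaps it beyond 500 bp from the locus. In H3K4me1, loci linked to the nuclear lamina gene LMNA (9.86), MAPK11 (9.79) and RALGDS (9.73) had a peak with DMSO only, and all 3 had H3K27ac with both treatments. At the site shown in Fig. 1E, in an intron of TMEM168 on chromosome 7, H3K27ac had a peak with Nutlin-3a only (112782630 to 112782990, fold 11.6), and the H3K4me1 fold was 9.28 with DMSO and 20.3 with Nutlin-3a. Loci were classed by peaks within 500 bp, but random regions by their whole length, so a locus in a shared region can count as single-list. With that limit, the numbers of Nutlin-3a only loci were ranked among 10000 random sets of regions matched on fold. Random sets held a mean of 15.8 such regions for H3K27ac (middle 95%, 9 to 23) and 12.8 for H3K4me1 (7 to 19), and none reached the observed numbers. With matching on fold and GC content, the means were 16.7 and 21.0, and 0 and 17 sets reached them. When only regions more than 1000 bp from a TSS were drawn, the mean for H3K27ac rose to 29.0 (20 to 38), or 30.9 with GC matching, and 38 and 128 sets reached the observed number. For H3K4me1 the means were 12.2 and 21.6, and 0 and 22 sets reached it. The matching on GC content, the draw away from TSSs and a limit on peak width were chosen after the values were seen. Counting only single-list peaks under 3000 bp wide left 21 Nutlin-3a only H3K4me1 loci, and requiring a fold of 12 where the other list had no peak left 13. The lists do not hold accessibility, and with few peaks over 8000 bp, the absence of a peak at a wide domain cannot be read as loss. From signals of both marks that appear upon p53 activation at sites inaccessible before it (Fig. 2C), the paper concludes that p53 can establish de novo enhancers.

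**Figure D2:**
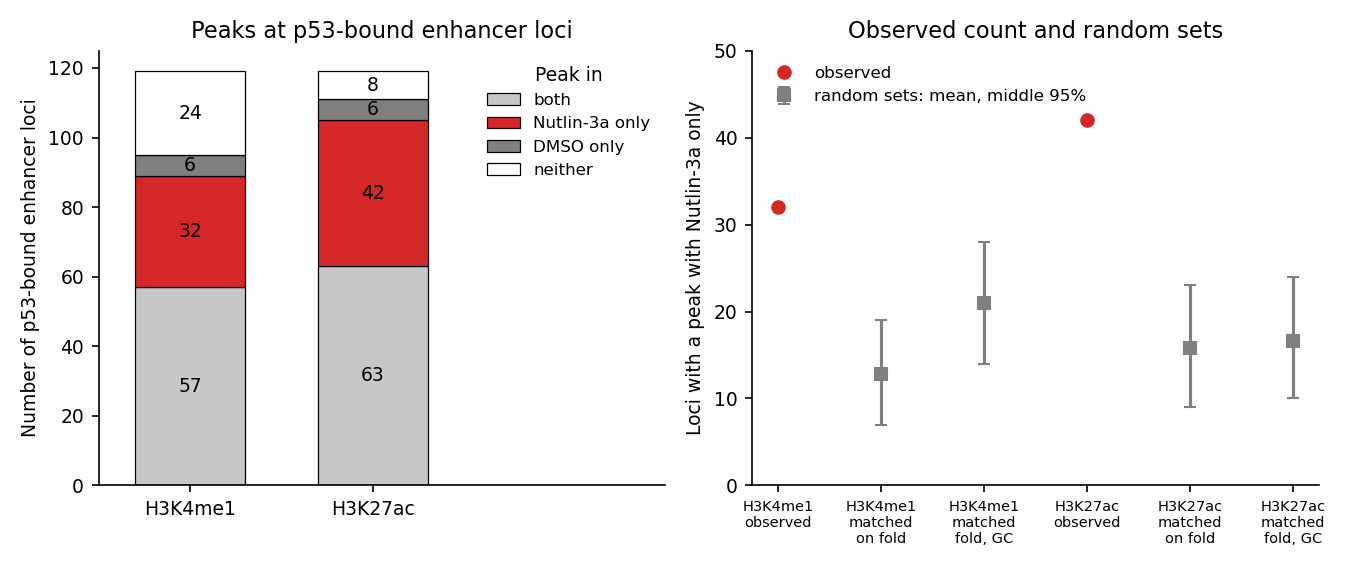
Left, number of the 119 p53-bound enhancer loci with a peak with both treatments, with Nutlin-3a only, with DMSO only or with neither, for each mark. Right, number of loci with a peak with Nutlin-3a only (circles, 32 and 42) beside the mean and middle 95% of 10000 random sets of regions (squares with bars), matched on fold or on fold and GC content.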

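At the constitutively closed p53 binding site shown in Fig. 1F, in an intron of PGAP1 on chromosome 2 and 913 bp from its TSS, no H3K4me1 peak was called with either treatment. H3K27ac had a peak at this site with DMSO only (hg38, 196925739 to 196927577), whose fold of 8.00 is at the authors' minimum. The caption of the figure states that the predicted p53RE is shown. The search used here, without spacer and with at most 2 mismatches at any base, found no match within 500 bp. A single site and a peak at the threshold cannot show a slight increase in signal, and the other constitutively closed sites are not listed with the deposited data.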

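Regions marked with Nutlin-3a only carried p53REs far more often than regions marked with DMSO only, in both histone marks. A p53RE match lay in 284 of 17497 Nutlin-3a only H3K27ac regions (1.62%, 95% confidence interval 1.44% to 1.82%) and in 20 of 18440 DMSO only regions (0.108%, 0.0663% to 0.167%). In H3K4me1, the match lay in 257 of 16874 Nutlin-3a only regions (1.52%, 1.34% to 1.72%) and in 23 of 13430 DMSO only regions (0.171%, 0.109% to 0.257%). Regions with a peak in both treatments held it in 0.779% (H3K27ac) and 0.994% (H3K4me1) of cases, but these are wider. Matches follow the consensus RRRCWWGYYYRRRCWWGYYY on either strand with at most 1 mismatch. The control motif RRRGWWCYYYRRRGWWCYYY, in which the C and G of each core are exchanged, lay in 0.211% of Nutlin-3a only and 0.130% of DMSO only H3K27ac regions, and in 0.302% and 0.253% of H3K4me1 regions. Per Mb covered, regions with a p53RE match numbered 28.8 for Nutlin-3a only and 2.09 for DMSO only H3K27ac, and 16.2 and 2.05 for H3K4me1. For regions with a peak in both treatments these numbers were 3.28 in H3K27ac and 3.72 in H3K4me1. With the control motif they were 3.09 and 3.18, so the shared regions stood near the control. Without mismatches, 68 Nutlin-3a only H3K27ac regions held the motif against 1 DMSO only region, and 42 against 0 in H3K4me1. At most 2 mismatches, with the C and G of each core kept, gave 680 against 73 and 756 against 73. The p53 binding sites of the paper's set are not listed with the deposited data, so p53REs of the reference sequence stand in their place, whether or not p53 binds them.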

Overall, our data show that Nutlin-3a treatment resulted in a substantial increase in H3K27ac and H3K4me1 signals at most p53 binding sites (Supplementary Fig. S3A). 

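Away from promoters, H3K27ac peaks lay within 500 bp of 460 of 6296 p53REs with Nutlin-3a (7.31%, 95% confidence interval 6.68% to 7.98%) and of 131 with DMSO (2.08%, 1.74% to 2.46%). Within 1000 bp of a TSS, they lay at 90 of 455 p53REs with Nutlin-3a (19.8%, 16.2% to 23.7%) and at 53 with DMSO (11.6%, 8.85% to 15.0%). H3K4me1 peaks were found at 597 distal p53REs with Nutlin-3a (9.48%) and at 342 with DMSO (5.43%), and at 86 (18.9%) and 50 (11.0%) promoter p53REs. Control motifs showed smaller differences, with H3K27ac at 165 and 142 of 7518 distal controls and H3K4me1 at 384 and 382. At promoter controls, H3K27ac lay at 84 of 687 with Nutlin-3a and 91 with DMSO, and H3K4me1 at 59 and 41. Of the distal p53REs with an H3K27ac peak in either list, 371 of 502 (73.9%) had it with Nutlin-3a only and 42 (8.37%) with DMSO only. Of the promoter p53REs, these numbers were 46 of 99 (46.5%) and 9 (9.09%). In H3K4me1, the Nutlin-3a only share was 47.9% of 656 marked distal p53REs and 47.4% of 95 marked promoter p53REs (37.0% to 57.9%). Promoter controls with H3K4me1 had a Nutlin-3a only share of 41.4% (29 of 70, 29.8% to 53.8%), with an interval that overlaps that of the promoter p53REs. Their number lies within the range of their random sets matched on fold (mean 23.8, 17 to 31), of which 897 reached it, or 776 with GC matching. Distal controls had a share of 20.7% in H3K4me1. Each of the 4 Nutlin-3a only numbers at p53REs was larger than in all of 10000 random sets of regions of the same place. This held with matching on fold and on fold and GC content. Motif matches were classed by peaks within 500 bp, but random regions by their whole length, so a match in a shared region can count as single-list. At distal controls, H3K4me1 with DMSO only was found at 98, above the random range (mean 79.0, 65 to 94), and 77 sets reached it, or 20 with GC matching. Their Nutlin-3a only number, 100, lay within its range (76 to 108). For H3K27ac matched on fold, the random sets had means of 172 (151 to 192) for distal and 14.3 (8 to 21) for promoter p53REs. Whether the distal and promoter shares differ was not tested beyond their intervals. With a fold of at least 12 required where the other list had no peak, the Nutlin-3a only shares were 26.3% and 17.2% in H3K27ac, and 12.8% and 16.8% in H3K4me1.

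**Figure D3:**
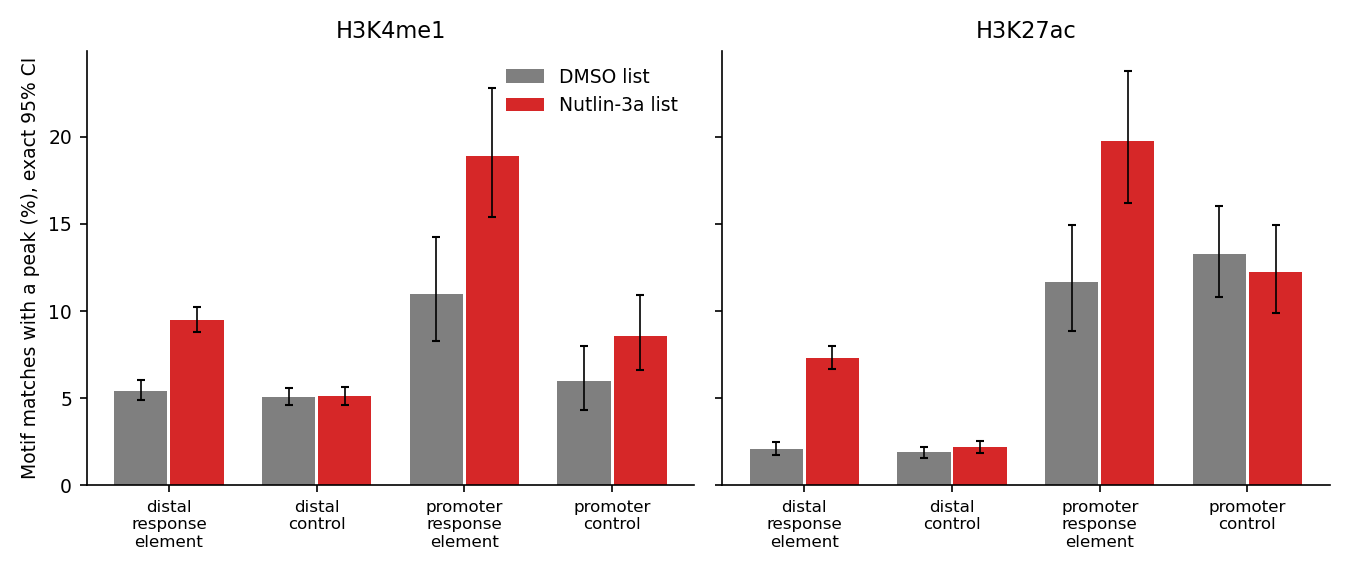
Share of p53REs and control motifs with a peak within 500 bp, in percent with exact 95% confidence intervals, in the DMSO (grey) and Nutlin-3a (red) lists of each mark. Distal matches lie more than 1000 bp from a TSS. Distal p53REs with H3K27ac stand at 2.08% with DMSO and 7.31% with Nutlin-3a.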

While p53 activation did not further increase the high H3K27ac levels at most constitutively open promoters, it substantially increased H3K4me1 and H3K27ac levels at constitutively open enhancers, other transcribed regions, and quiescent chromatin (Supplementary Fig. S3B). H3K4me1 and H3K27ac signals at sites putatively closed in response to the Nutlin-3a treatment showed no change or, if at all, an increase, further supporting that these represent false-positive calls (Supplementary Fig. S3C). Collectively, the data suggest that p53-mediated epigenetic remodeling precedes the opening of DNA. Notably, the p53 ChIP-seq signal was lower at p53 binding sites where p53 did not make DNA accessible compared with p53 binding sites where p53 succeeded in making DNA accessible (Fig. 2E). Presumably, higher local p53 abundance supports successful chromatin opening.

These results demonstrate that p53 can establish *de novo* enhancers. In addition, p53 also epigenetically alters sites that remain inaccessible.

### p53-induced transcription correlates with chromatin remodeling associated with high p53 abundance

Notably, our finding that inaccessible p53 binding sites also showed considerable H3K27ac signals (Fig. 2D) is consistent with previous data showing that H3K27ac correlates with, but does not imply, enhancer activity [57]. Thus, although this mark is widely used, it may not be ideal for predicting productive p53 binding sites, i.e. sites at which p53 induces transcription. In particular, actual transcription has been shown to correlate strongly with enhancer activity [58–62]. To investigate the local transcriptional activity at p53 binding sites, we utilized CAGE-seq [63], a 5′-end RNA sequencing method that allows for the detection of TSSs and inferring the activity of promoters for coding and noncoding genes and enhancers [60]. We identified 84 553 TSSs, with 13 299 and 9186 TSSs displaying significant up- and downregulation with log_2_FC > 1 and <−1, respectively, and FDR < 0.1 (Fig. 3A and Supplementary Table S2). Notably, the differential TSS usage identified in MCF-7 cells upon p53 signaling showed a significant positive correlation with the differential TSS usage in U2OS and RPE-1 cells, and particularly for TSSs that overlap p53 binding sites (Supplementary Fig. S4A and B), suggesting that many sites are similarly regulated by p53 across cell lines. We extended the TSSs by 200 bp upstream for subsequent analyses. Compared with publicly available transcription factor binding data, TSSs with increased activity showed a substantial overlap with p53 binding sites (Fig. 3B), consistent with its function as transcriptional activator [64] and the increased accessibility at these sites (Fig. 1B and C). In contrast, TSSs with decreased activity showed a substantial overlap with binding sites of E2F4, p130 (RBL2), E2F1, DP1 (TFDP1), and RB (RB1) (Fig. 3B), which are critical components of the cell cycle transrepressor complexes DREAM and RB:E2F [65, 66]. These complexes repress cell cycle gene expression downstream of the p53–p21 signaling axis [10, 67–69]. Interestingly, E2F4 binding sites, which largely comprise binding sites of the DREAM complex [10, 65, 66], do not show a substantial difference in accessibility upon Nutlin-3a-induced p53 activation (Supplementary Fig. S2B). These findings are in support of a recently proposed model whereby the DREAM complex stabilizes +1 nucleosomes to repress transcription while binding to accessible promoter DNA [70]. 

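H3K27ac peaks were missing with Nutlin-3a at many promoters of cell cycle genes that the DREAM and RB-E2F complexes repress. Of 72 such genes, listed before the data were examined, 68 had an H3K27ac peak within 1000 bp of the TSS, 66 with DMSO and 43 with Nutlin-3a. At 25 promoters the peak was present with DMSO only, at 2 with Nutlin-3a only and at 41 with both. The largest DMSO folds among the promoters marked with DMSO only were those of MCM2, a subunit of the replicative helicase (19.4, chromosome 3), the lamin gene LMNB1 (15.9, chromosome 5), the helicase BLM (15.0, chromosome 15), the separase ESPL1 (15.0, chromosome 12), the mitotic kinase CDK1 (14.3, chromosome 10) and RRM2, a ribonucleotide reductase subunit (14.0, chromosome 2). The 2 promoters marked with Nutlin-3a only were those of the centromeric histone CENPA (10.6) and the polymerase subunit POLA1 (9.08). The number of marked promoters fell by 23, whereas 10000 random lists of promoters matched on fold had a mean of -6.00 (middle 95%, -13 to 1) and none fell as far. The GC-matched lists had a mean of -5.91, and none fell as far. All 20 housekeeping promoters on a list fixed at the same time had an H3K27ac peak with both treatments, but random lists matched to them change little as well (mean -0.511, -3 to 1). In H3K4me1, 29 of the cell cycle promoters had a peak, 22 with Nutlin-3a only, among them ANLN (14.7), CDK1 (13.5) and TPX2 (11.9), and 2 with DMSO only, BLM (8.71) and AURKB (8.15). This rise by 20 promoters lies within the range of random lists (10 to 23), since 57.5% of all promoters with an H3K4me1 peak had it with Nutlin-3a only. E2F4 binding sites themselves are not listed with the deposited data, and a peak over 8000 bp missing from the Nutlin-3a list is not excluded at a single promoter. With single-list peaks under 3000 bp only, a choice made after the values were seen, 21 promoters had the peak with DMSO only and 2 with Nutlin-3a only, and no random list under this rule fell as far. With a fold of at least 12 required where the other list had no peak, the number of promoters with H3K27ac fell by 8.

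**Figure D4:**
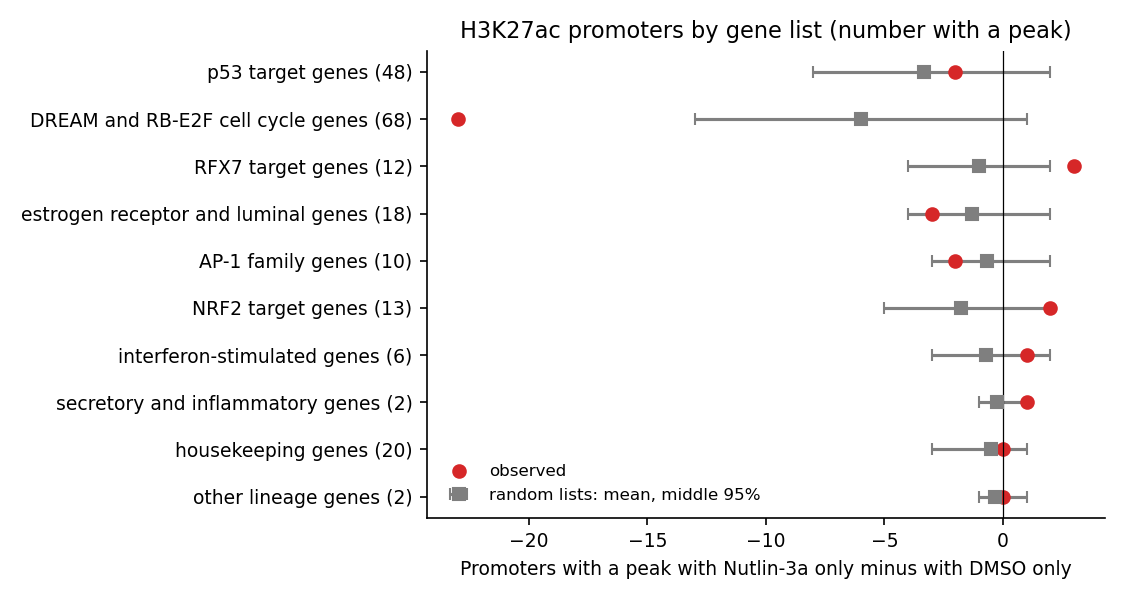
Number of promoters with an H3K27ac peak with Nutlin-3a only minus the number with DMSO only (circles) for 10 gene lists, with the number of marked promoters in parentheses, and the mean and middle 95% of 10000 random lists matched on fold (squares with bars). The DREAM and RB-E2F list stands at -23, housekeeping genes at 0.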

Consistent with the recruitment of histone deacetylases to E2F4 targets [71, 72], H3K27ac levels were substantially reduced at these sites (Supplementary Fig. S2B).

**Figure 3.**
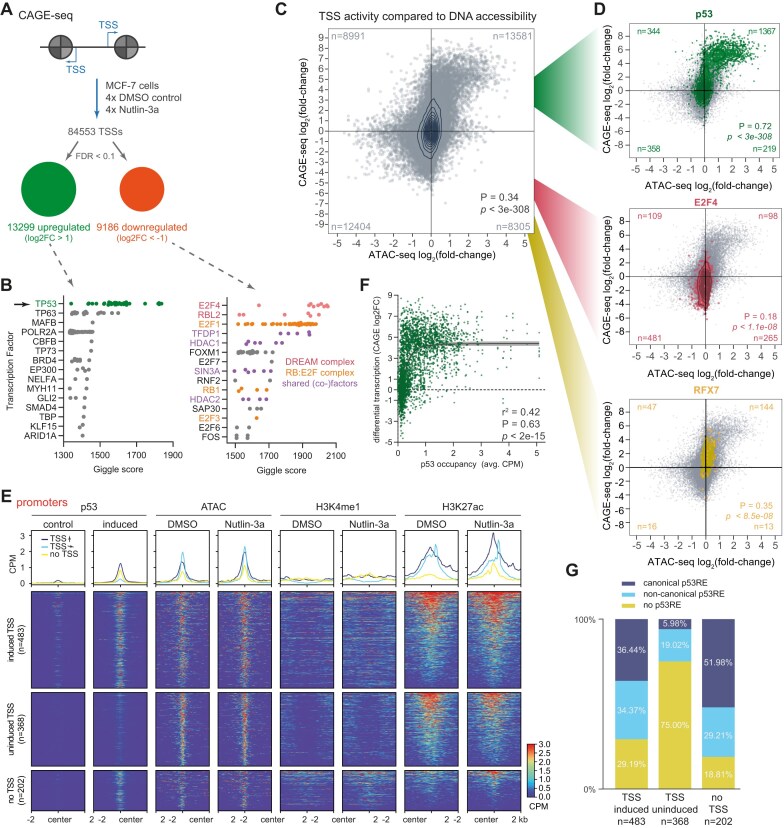
p53-induced transcription correlates with chromatin remodeling and requires high p53 abundance. (**A**) CAGE-seq was performed on four biological replicates of Nutlin-3a and DMSO control-treated MCF-7 cells. Significantly differentially regulated TSSs were identified. (**B**) Enrichment of transcription factor binding sites at sites with increased (left) or decreased (right) TSS activity upon Nutlin-3a treatment. The top 15 transcription factors are displayed. (**C**) Comparison of changes in TSS activity (CAGE-seq) and DNA accessibility (ATAC-seq) for all TSSs in accessible DNA regions (determined by ATAC-seq peaks) upon Nutlin-3a treatment. (**D**) Subsets of TSSs/accessible sites that overlap with p53 (top panel), E2F4 (middle panel), and RFX7 binding sites (bottom panel). (**E**) p53 ChIP-seq, ATAC-seq, H3K4me1, and H3K27ac signals at p53 binding sites located in promoter regions. Subgroups were determined by overlaps with an induced TSS (log_2_FC > 0.5), uninduced TSS (log_2_FC < 0.5), and no TSS. Regions sorted by H3K27ac signal. (**F**) Comparison of changes in local transcription (CAGE-seq) and p53 occupancy (CPM from ChIP-seq). Significance determined by two-tailed Spearman correlation. Sigmoidal fit obtained best *r*^2^. (**G**) The fraction of promoter p53 binding sites with a canonical p53RE, noncanonical p53RE, and no p53RE.

Previously, transcription has been shown to be a robust predictor of enhancer activity [58, 62]. In general, changes in DNA accessibility showed a significant positive correlation with changes in TSS usage at these loci, but at the same time, many local changes in DNA accessibility and TSS usage are not associated with each other (Fig. 3C; Spearman correlation *ρ* = 0.34, *P* = < 3^−308^). At p53 binding sites, the correlation between changes in DNA accessibility and TSS usage was much stronger as compared to all loci (*ρ*_all_= 0.34 versus *ρ*_p53_= 0.72). In contrast, at E2F4 and RFX7 binding sites, the correlation, although significantly positive, was below (*ρ*_E2F4_= 0.18) and about the same correlation (*ρ*_RFX7_= 0.35), respectively (Fig. 3D), consistent with E2F4 and RFX7 binding only to accessible DNA (Supplementary Fig. S2). These data suggest a robust association between increased DNA accessibility and TSS induction at p53 binding sites.

Given that increased DNA accessibility and TSS induction were strongly, but not universally, associated with p53 binding sites, we asked which additional factors play a role in p53-induced transcription at a given site. Therefore, we categorized p53 binding sites based on TSS activity changes to investigate whether epigenetic marks predict local changes in transcription. Specifically, we separated p53 binding sites in promoters, enhancers, transcription, and quiescent chromatin by the presence of a CAGE-seq-detected TSS and whether it was induced (log_2_FC > 0.5) or uninduced (log_2_FC < 0.5) upon p53 activation. As expected, we detected a TSS near most promoter-associated p53 binding sites. In contrast, the minority of p53 binding sites in enhancers, transcription, or quiescent chromatin had a TSS. Intriguingly, about a third of p53 binding sites located in promoters showed uninduced TSSs (Fig. 3E). These uninduced promoter sites showed no increase in DNA accessibility, H3K4me1, or H3K27ac signals, whereas p53 binding sites that were associated with induced or no TSS showed a slight increase in these signals. In contrast, essentially no p53 binding site located in enhancers, transcription, or quiescent chromatin regions was associated with uninduced TSSs (Supplementary Fig. S5). We identified a strong positive correlation between p53 occupancy and transcription initiation locally, with a sigmoidal fit suggesting that a threshold of p53 occupancy may be required for transcription initiation at many loci (Fig. 3F). Notably, p53 binding sites related to uninduced TSSs show particularly weak p53 ChIP-seq signals (Fig. 3E), raising the question of whether or not these sites actually represent genuine p53 binding sites. Of note, low ChIP signal sites are frequently considered to be “sampling sites” rather than true binding sites [19, 73]. In addition, it is well known that the ChIP methodology has an open chromatin bias and can generate artifacts that present as false positive ChIP-seq signals [74, 75]. To this end, we assessed the presence of p53REs at these sites. We find that 70% and 80% of the p53 binding sites with induced and no TSS, respectively, contain a p53RE. In contrast, 75% of p53 binding sites with an uninduced TSS do not contain a p53RE (Fig. 3G), suggesting that these sites (*n* = 368 out of 7705; 4.8%) are mainly false positives. Moreover, these data suggest that a p53RE is a strong predictor of productive p53 binding sites at open chromatin. Previously, it has been suggested that only canonical p53REs consisting of two decameric half-sites without a spacer mediate productive p53 binding [14], but our data show that both canonical and noncanonical p53REs, i.e. three quarter-sites, 1 bp spacer separated half-sites, and single half-sites, are present at productive p53 binding sites (Fig. 3G), which is consistent with other studies that have identified noncanonical p53REs as functional [41, 76, 77].

Our data reveal that high local p53 abundance and the presence of a p53RE are recurrent and stable characteristics of epigenomically altered and productive p53 binding sites, i.e. sites where p53 induces chromatin remodeling and transcription. Together, our findings provide compelling evidence for the pioneer function of p53 and highlight a strong association between p53-induced DNA accessibility and transcription.

### p53-activated enhancers are associated with gene activation

Enhancers enable transcription factors, including p53 [78], to regulate gene expression across large genomic distances. Recent studies began incorporating chromatin interaction data to identify genes regulated by p53-bound enhancers genome-wide [28, 79, 80]. To uncover genes potentially regulated by p53 through enhancers, we utilized RNA-seq data from MCF-7 cells treated 24 h with Nutlin-3a and DMSO control. By integrating CAGE-seq and RNA-seq data, we observed a strong correlation between TSS activity and gene body expression (*ρ* = 0.76; Supplementary Fig. S6A). To establish enhancer TSS–gene associations, we incorporated chromatin interaction information of MCF-7 cells from ENCODE [47] and filtered interactions based on a minimum distance of 2.5 kb from the TSS—beyond which promoter-proximal regulation is expected to diminish [7, 81]. Our analysis revealed a statistically significant but modest correlation between differential TSS activity and the expression of distal genes engaging in chromatin interactions (*ρ*_all_= 0.21; Supplementary Fig. S6B). However, this correlation increased markedly when focusing on p53-bound TSSs (*ρ*_p53_= 0.31; Supplementary Fig. S6C), globally validating our CAGE-seq data and suggesting that p53 directly influences gene activation through enhancers. To identify genes regulated by p53-bound enhancers, we applied stringent selection criteria, filtering enhancer TSS–gene pairs in which the enhancer TSS showed significant activation (log_2_FC > 1 and FDR < 0.1) alongside a significant upregulation of the associated gene (log_2_FC > 0.5 and FDR < 0.05). This approach identified 146 candidate genes under p53 enhancer regulation (Supplementary Table S3), including well-characterized enhancer-driven p53 targets such as *CDKN1A* (p21) regulated through an enhancer located ∼9 kb upstream [82], *LINC00475* regulated through an intronic enhancer [83], and *GDF15* regulated through an enhancer located ∼10 kb upstream [16]. 

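The upstream CDKN1A enhancer and the LINC00475 enhancer had an H3K27ac peak with Nutlin-3a only, and the GDF15 enhancer had one with both treatments. CDKN1A encodes the cell cycle inhibitor p21. Its upstream TSS peaks lie in intergenic DNA on chromosome 6 (hg38, 36667094 to 36667461). They are 9.0 kb from the outermost annotated 5′ end of the gene and 11.3 kb from the TSS of its canonical transcript. The H3K27ac peak there (36666790 to 36668310) had a fold of 22.9 with Nutlin-3a, and with DMSO it lies in a gap of 60782 bp between the nearest peaks on either side, the downstream one being that of the CDKN1A promoter. H3K4me1 had folds of 13.0 with DMSO and 14.0 with Nutlin-3a. The p53RE match AGACAAGCCCGGGCAAGGCC with 1 mismatch lies at 36667258 to 36667277. At LINC00475, the TSS peaks lie in an intron of a lncRNA gene on chromosome 9 (92147303 to 92147554), 38 bp from an annotated TSS. The H3K27ac peak (92145401 to 92148082) had a fold of 32.1 with Nutlin-3a only, and the H3K4me1 fold was 12.0 with DMSO and 22.7 with Nutlin-3a. The p53RE AGACTTGCCTGGGCTTGTTC at 92147446 to 92147465 matches the consensus without mismatch. GDF15 encodes a stress-induced cytokine. Its linked TSS peaks lie in an untranslated exon of PGPEP1 on chromosome 19 (18364878 to 18365292). They are 9.4 kb from the outermost annotated 5′ end of GDF15, but 20.9 kb from the TSS of its canonical transcript. The H3K27ac peak ran from 18361685 to 18366368 with DMSO (fold 12.4) and from 18361756 to 18369594 with Nutlin-3a (fold 20.7), and H3K4me1 had folds of 9.66 and 8.92. Another CDKN1A locus of Table S3, in an intron (36682550 to 36682745), had both marks with DMSO only, with folds of 16.1 for H3K4me1 and 9.28 for H3K27ac. At the CDKN1A promoter, H3K27ac was likewise called with DMSO only (fold 11.1). Since the lists hold few peaks over 8000 bp, a wide peak with Nutlin-3a is not excluded there, and these absences cannot be read as loss of acetylation. Folds of different lists are the authors' enrichment over separate backgrounds, so their ratio is not a change.

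**Figure D5:**
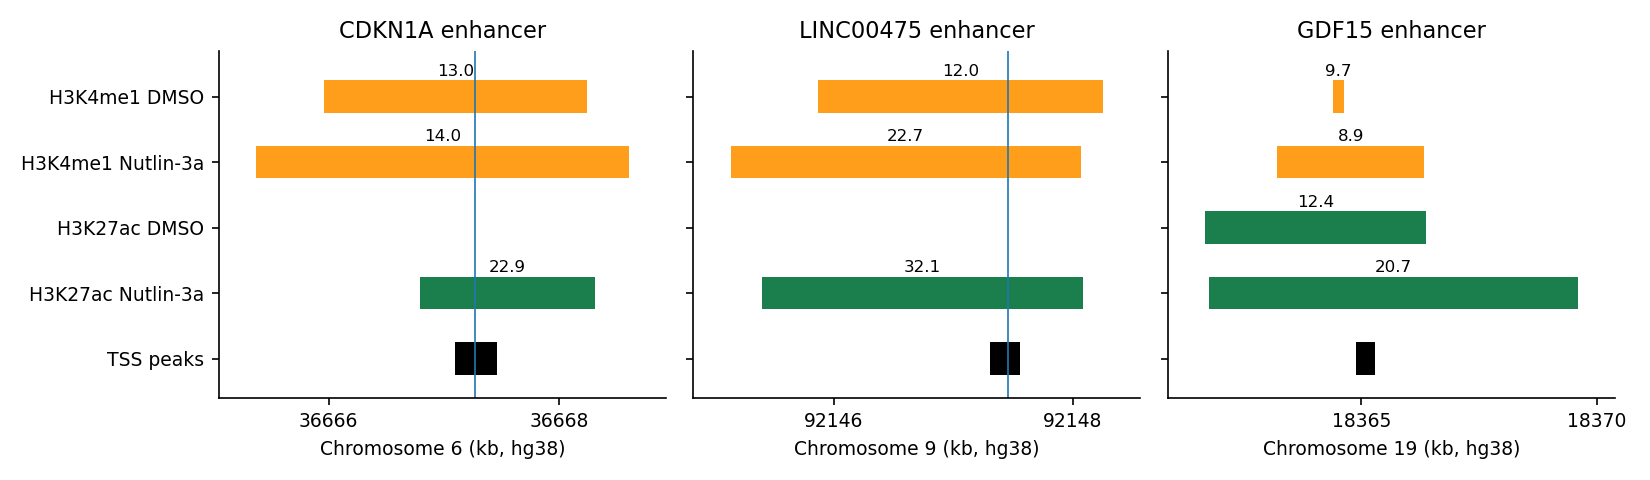
Maps of the enhancer loci of CDKN1A, LINC00475 and GDF15 (position in kb, hg38), drawn to scale with the peaks of each list as bars labelled with their fold, the TSS peaks of Table S3 in black and the p53RE as a blue line. H3K27ac bars of CDKN1A and LINC00475 are present with Nutlin-3a only (22.9 and 32.1).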

Additional genes likely upregulated through p53-bound enhancers include *ALDH3A1*, *HES2*, *HMOX1*, and *NACC2* (Supplementary Fig. S6D–H).

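All 4 of these enhancers had a peak of at least 1 mark with Nutlin-3a that was missing with DMSO. Such peaks were common among all 119 loci of Table S3. In H3K27ac 42 loci had one, in H3K4me1 32, and 14 had one in both marks. ALDH3A1 encodes an aldehyde dehydrogenase, and its enhancer lies in intergenic DNA on chromosome 17 (hg38, 19753105 to 19754034), 4.8 kb upstream of the TSS. It had both marks with Nutlin-3a only, H3K4me1 with a fold of 16.4 (19751898 to 19754456) and H3K27ac with a fold of 11.2 (19752584 to 19754456), and holds the p53RE match GGACATGCCAGGGCACGCTT with 2 mismatches at 19753328 to 19753347. The enhancer of HES2, a transcriptional repressor, lies in the gene body on chromosome 1 (6414423 to 6415053). It had H3K27ac with Nutlin-3a only (6413870 to 6416182, fold 16.6) and H3K4me1 with both treatments (10.9 with DMSO and 13.3 with Nutlin-3a). HMOX1 encodes heme oxygenase, and its enhancer lies in an exon of a lncRNA gene on chromosome 22 (35372181 to 35372242). This enhancer is 8.9 kb upstream of the HMOX1 TSS and 7 bp from another annotated TSS. It had H3K27ac with Nutlin-3a only (35371342 to 35372437, fold 10.2) and no H3K4me1 peak. The midpoint of the NACC2 enhancer on chromosome 9 (136109482 to 136110024) lies outside protein-coding and lncRNA genes. This enhancer is 14.2 kb upstream of the NACC2 TSS and 58 bp from another annotated TSS. It had H3K4me1 with Nutlin-3a only, with a fold of 8.99 that is near the authors' minimum of 8. H3K27ac was present there with both treatments (9.99 with DMSO and 17.9 with Nutlin-3a). At HMOX1 and NACC2, the lists cannot tell marks of the enhancer from those of the nearby TSS. At the promoters of the genes used in RT-qPCR, HMOX1 had H3K27ac with Nutlin-3a only (fold 9.95), TP53 (25.6 with DMSO and 31.1 with Nutlin-3a) and the control gene ACTR10 (22.7 and 27.5) had it with both treatments, as did NACC2 (9.34 and 9.84). CDKN1A, the positive control, had it with DMSO only, and ALDH3A1 and HES2 had no H3K27ac peak. H3K4me1 peaks with Nutlin-3a only were called at the promoters of ALDH3A1 (15.4), HES2 (8.25) and NACC2 (14.3), and CDKN1A had them with both treatments (12.7 with DMSO and 12.5 with Nutlin-3a). Most promoters with H3K4me1 across all genes had it with Nutlin-3a only, and in promoter regions this share rose with GC content, so these peaks do not set the genes apart from others.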

Collectively, these data underscore the widespread upregulation of genes through p53-bound enhancers, highlighting the critical role of enhancer-mediated regulation in the p53 transcriptional program.

### p53 preferentially directs transcription initiation to the p53RE and other sites within 100 bp

With precise quantitative TSS data at hand, we asked whether there is a preferred distance at which p53 directs Pol II to initiate transcription. It has been reported that p53 binding sites lack preferential spacing toward TSSs [6]. However, the results were based on massively parallel reporter assays lacking the native chromatin context. Using our quantitative TSS data from native chromatin, we find that p53 motifs are preferentially located at the TSS and within 100 bp upstream (Fig. 4A). To obtain more detailed spatial information, we used precise p53RE annotations, which are available for most p53 binding sites [41]. We extended the p53REs by 200 bp upstream and downstream from the center and assessed the relative frequency of TSS usage at these 400 bp intervals. In DMSO control cells, only 115 sites showed TSS activity, which was rather randomly distributed across the 400 bp interval. However, CAGE-seq-detected TSSs were observed at 1445 sites in Nutlin-3a-treated cells. Surprisingly, TSS usage was highly enriched at two distances, one showing a peak at ∼50 bp from the p53RE and the other showing a peak precisely at the p53RE (Fig. 4B). Separation of the sites based on the chromatin state prior to p53 activation showed that the distance of TSSs to p53REs was more uniform at promoters. At the same time, it was more constrained to the preferred distances of ∼0 and ∼50 bp at enhancers, transcribed DNA, and quiescent chromatin (Fig. 4C). The more uniform TSS distribution at promoters may be affected by the presence of other transcription factors. We speculated that fewer transcription factors might bind to loci inaccessible before p53 binding, and thus, we separated the p53 binding sites by DNA accessibility, i.e. overlap with an ATAC-seq peak. However, the distance of TSSs elicited at p53 binding sites was essentially the same at sites that were open and closed prior to p53 activation (Supplementary Fig. S7), suggesting that p53 retains its preference and other nearby transcription factors may affect TSS location at only a minority of loci. Interestingly, the preferred distance of TSS initiation is within the length of DNA wrapped around a single nucleosome. This suggests that p53 may preferentially direct transcription initiation to the edges of a nucleosome-depleted region from a p53RE located at one of the edges. When we inspected individual sites, we observed cases where the p53RE marked one edge of the nucleosome-depleted region while p53 directed transcription initiation to both edges (Fig. 4D).

**Figure 4.**
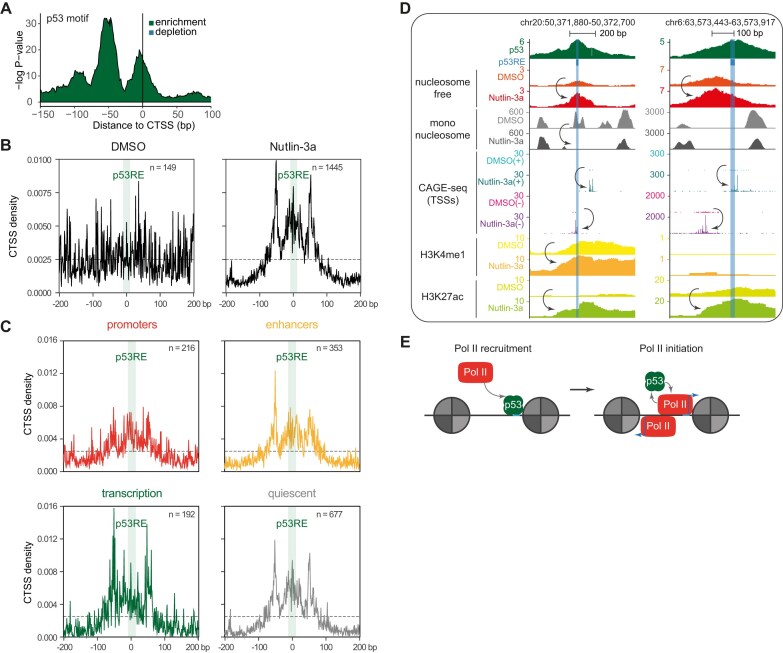
p53 preferentially directs transcription initiation to the p53RE and other sites within 100 bp. (**A**) Positional p53 motif enrichment relative to the CAGE-seq-detected TSS (CTSS) identified by HOMER2. The density of CTSSs at ±200 bp around canonical p53REs of p53 binding sites in (**B**) Nutlin-3a and DMSO control samples and (**C**) the Nutlin-3a data separated by EpiMap-derived chromatin states. (**D**) Genome browser images displaying CAGE-seq data among p53 ChIP-seq, ATAC-seq, and CUT&Tag (H3K4me1 and H3K27ac) data at two p53 binding sites. The predicted p53RE is highlighted. p53 ChIP-seq, nucleosome-free ATAC-seq, and CUT&Tag data were normalized to CPM. Mono-nucleosome ATAC-seq data were normalized by DANPOS. CTSSs were coverage normalized. (**E**) Dynamic p53 binding is required for Pol II initiation after its recruitment to the edges of nucleosome-depleted regions.

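The intergenic site in the left panel of Fig. 4D, on chromosome 20, had H3K27ac peaks at 50372408 to 50373081 with DMSO (hg38, 674 bp wide) and at 50371135 to 50373113 with Nutlin-3a (1979 bp wide), and its H3K4me1 folds were 23.5 and 38.5. The p53RE match CTACAAGCCCAGACTTGCTC with 2 mismatches, at 50372240 to 50372259, lay outside the H3K27ac peak with DMSO and within that with Nutlin-3a. The site in the right panel lies in an intron of the phosphatase gene PTP4A1 on chromosome 6, 1200 bp from the PTP4A1 TSS. It had no H3K4me1 peak. Its H3K27ac peak also covered this TSS and was nearly the same with both treatments, 63571435 to 63575692 with DMSO (fold 38.6) and 63571324 to 63575575 with Nutlin-3a (fold 46.5). Its p53RE match GAACAAGTCTAGTCTTGTCC, with 1 mismatch, lies at 63573713 to 63573732. The site positions were taken from the coordinates printed in the panels.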

Taken together, these results show that p53 directs Pol II to initiate transcription at the p53RE and within 100 bp, possibly representing edges of DNA stretches that can wrap around one nucleosome (Fig. 4E).

## Discussion

Our study provides quantitative data demonstrating a broad pioneering function of p53 that includes opening chromatin that was inaccessible before p53 activation and further increasing the accessibility at loci that were already accessible (Fig. 1D and Supplementary Fig. S3B). In addition, our data demonstrate that the increase in DNA accessibility and the induction of transcription by p53 are closely linked (Fig. 3D). Furthermore, our data provide compelling evidence that p53 can establish *de novo* enhancers (Fig. 2C), in contrast to a recent study suggesting that p53 function is restricted mainly to pre-established enhancers [28]. Collectively, our data indicate that p53 exerts three distinct functions at chromatin loci (Fig. 5). First, p53 mediates a local epigenetic remodeling of chromatin to establish enhancer marks in the absence of a promoter or enhancer and further strengthens the epigenetic structure at already established enhancers (Fig. 2C and Supplementary Fig. S3B). It seems likely that p53 achieves this through its reported ability to recruit the histone methyltransferases KMT2C (MLL3) and KMT2D (MLL4) [84], which deploy H3K4me1, and the histone acetyltransferase p300 [85, 86], which deploys H3K27ac. Indeed, p300 is essential for enhancer activation by p53 [4, 85]. Second, p53 attempts to make inaccessible DNA accessible and to further increase the accessibility at open sites (Fig. 1D and Supplementary Fig. S3B). It seems likely that this is accomplished by the reported ability of p53 to recruit the SWI/SNF chromatin remodeling complex [87]. Third, p53 attempts to induce transcription (Fig. 3E and Supplementary Fig. S5).

**Figure 5.**
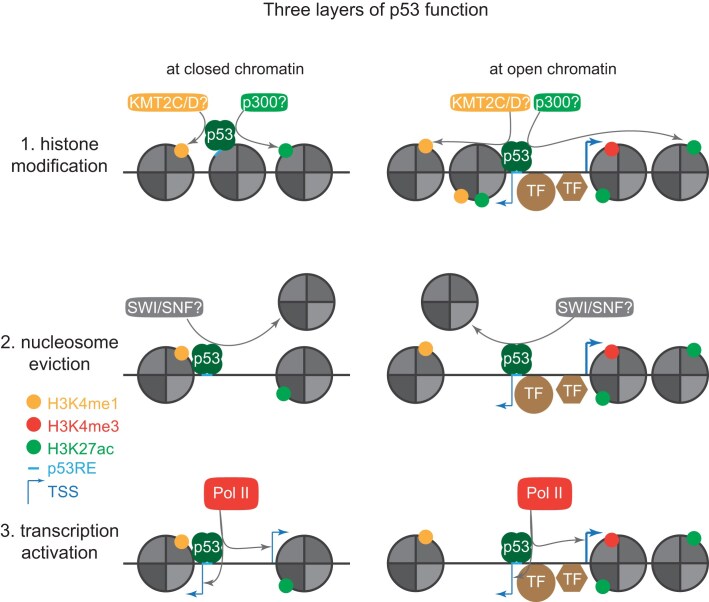
Model of p53 function at the DNA. Three layers of p53 function: histone modification, nucleosome eviction, and transcription activation.

One of the long-standing questions is what distinguishes sites at which p53 can induce transcription from sites at which it cannot [13]. First of all, our data suggest that p53 function can be separated into at least three layers, namely histone modification, nucleosome eviction, and actual transactivation (Fig. 5). When all of these functional layers are considered, our data unexpectedly suggest that p53 causes changes at the vast majority of its binding sites (Fig. 1F and Supplementary Figs S1D and E and S3A). However, each functional layer seems to be a prerequisite for the next. Indeed, H3K4 mono-methylation is known to occur before nucleosome eviction [19], and nucleosome-depleted DNA is a well-established prerequisite for the induction of transcription [1]. Although nucleosome depletion is also thought to be a prerequisite for H3K27ac [19], our data show that p53 can induce H3K27ac also at loci where chromatin remains closed (Fig. 2D). Importantly, p53 seems unable to exert its full productivity, i.e. transactivation, at most chromatin loci, which is consistent with the prevailing models of p53-mediated transcription that find p53 to function only at a minority of its binding sites [18]. Our data suggest that p53 ChIP-seq signal intensity, which is indicative of local p53 abundance, is a reasonably good predictor of productive p53 binding in general. That is, while at closed chromatin a rather low p53 abundance is restricted to mediate histone modifications (Fig. 2D), a higher p53 abundance is required to make DNA accessible (Fig. 2E) and to induce transcription (Fig. 3F). Based on these data, we propose a model of p53 productivity that is driven by its local abundance, which must overcome a local threshold. Indeed, threshold-based models of the p53 function are increasingly appreciated [88]. Although this rather simple model clearly does not include all the contexts that affect p53 function and thus does not account for all chromatin loci, e.g. sites at which local cofactors such as TRIM24 [5] affect p53 function, our data suggest that it accounts for a surprisingly large number of loci.

It is well known that transcription initiation typically occurs at the edges of nucleosome-depleted stretches of DNA and that these edge regions represent so-called core promoters at which the pre-initiation complex can be assembled [1, 2]. Recently, results from massively parallel reporter assays suggested that p53 binding lacks a preferential spacing toward TSSs and may activate transcription regardless of its position relative to the TSS [6]. In contrast, our data consider the native chromatin context and reveal clear preferences in the spacing between p53RE and TSSs. Our data demonstrate that p53 directs transcription initiation, at least in part, to the p53RE (Fig. 4A–D), suggesting that p53REs can act as core-like promoter motifs. In fact, this feature may be due to the CA, CG, and TG dinucleotides that are central to the initiator motif at which Pol II initiates transcription [89, 90] and that occur in the p53RE core. Notably, most models of transcription factor-mediated transcription initiation postulate that transcription initiation occurs at the time when transcription factors are bound to the nucleosome-depleted DNA and that this process is interrupted as soon as or shortly after activator transcription factors dissociate from the DNA [1, 2, 91]. In the case of p53, there is also a close temporal relationship between DNA occupancy and induction of transcription [40, 92]. Our data reveal that p53 unexpectedly directs transcription initiation to p53REs (Fig. 4A–D), suggesting a decoupling of p53 binding and transcription initiation because p53 binding to the p53RE blocks Pol II from initiating transcription from the p53RE. In fact, models of decoupled transcription factor binding and transcription initiation have been proposed recently [93]. This may be possible because the recruitment of the preinitiation complex is initiated by TFIID, which binds downstream of the TSS [94]. We speculate that TFIID may be recruited downstream of the TSS in the presence of p53 and that p53 subsequently dissociates to allow Pol II recruitment and transcription initiation. Interestingly, p53REs with synthetically high affinity for p53 binding have been shown to be poor mediators of transcription by p53 [95], suggesting that cycles of frequent association and dissociation from the DNA may be important for p53 to induce transcription. In addition, it has been shown that higher p53 levels are associated with higher target gene expression levels through increased transcription initiation frequency, i.e. burst frequency, and not through increased transcription initiation duration, i.e. burst length [96, 97]. Based on these findings and conclusions drawn from our data (Fig. 4A–D), we propose a model in which p53 increases transcription levels through increased binding dynamics, i.e. a higher frequency of on and off cycles (Fig. 4E).

## Supplementary Material

gkaf465_Supplemental_Files

## Data Availability

Recurrent p53 binding sites were taken from [41]. RFX7 binding sites were obtained from [29]. E2F4 ChIP-seq data were obtained from ENCODE (ENCFF090CEP) [98]. Enhancer–gene associations were obtained from ENCODE (ENCFF617FJH) [47]. Other sequencing data are accessible through GEO [99]. p53 ChIP-seq data were obtained from GSM2671290 and GSM2671296 [40]. CAGE-seq data are available through GSE223512 [7]. RNA-seq data are available through GSE216721 [7]. ATAC-seq data are available through GSE250017 [7]. CUT&Tag data are available through GSE278033.

# Supplementary material for: p53 reveals principles of chromatin remodeling and enhancer activation
**Source:** Nucleic Acids Res. 2025 Jun 6;53(11):gkaf465. doi: 10.1093/nar/gkaf465
**Supplement:** gkaf465_Supplemental_Files

Supplementary Figure 1. p53 changes nucleosome occupancy. Mono-nucleosome signals inferred from DANPOS are displayed for p53 binding sites at DNA that **(A)** remained accessible/open, **(B)** became accessible upon p53 activation, and **(D)** remained closed. Regions have been sorted by DANPOS signal. Genome browser images displaying p53 ChIP-seq and ATAC-seq data at a p53 binding site that **(C)** became accessible and **(E)** remained inaccessible upon Nutlin-3a treatment. The predicted p53RE is highlighted. p53 ChIP-seq and nucleosome-free ATAC-seq data were normalized to CPM. Mono-nucleosome ATAC-seq data were normalized by DANPOS according to library size and accessible DNA background.

Supplementary Figure 2. RFX7 and E2F4 bind to promoters. **(A)** ATAC-seq, H3K4me1, and H3K27ac signals are displayed for RFX7 binding sites. **(B)** E2F4 ChIP-seq, ATAC-seq, H3K4me1, and H3K27ac signals are displayed for E2F4 binding sites. Regions were sorted by average signal

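Most marked target promoters of RFX7, a transcription factor that responds to p53, had H3K27ac peaks with both treatments, and a few had them with Nutlin-3a only. Of 16 RFX7 target genes listed before the data were examined, 12 had an H3K27ac peak at the promoter, 9 with both treatments and 3 with Nutlin-3a only, TSPYL2 (fold 10.4), MXD4, which encodes a MAX dimerization protein (9.72), and SLC43A2 (8.70). None was marked with DMSO only. A net gain of at least 3 promoters was found in 82 of 10000 random lists matched on fold and in 47 matched on fold and GC content. H3K4me1 was called at 4 of the promoters, at RFX5 with Nutlin-3a only (10.3) and at DDIT4 (9.34) and PDCD4 (8.00) with DMSO only. No net gain in H3K27ac was left when a fold of 12 was required where the other list had no peak, and RFX7 binding sites are not listed with the deposited data.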

Supplementary Figure 3. p53 induces chromatin opening. **(A)** p53 ChIP-seq, ATAC-seq, H3K4me1, and H3K27ac signals are displayed for the groups of p53 binding sites identified in Fig. 1c. Regions sorted by average signal. p53 ChIP-seq, ATAC-seq, H3K4me1, and H3K27ac signals are displayed for p53 binding sites that were open in the DMSO control condition and open **(B)** or closed **(C)** in the Nutlin-3a treatment condition.

Supplementary Figure 4. Enhancer activation by p53 is similar across cell lines. Differential expression ($\log_2$ FC Nutlin-3a compared with DMSO control) of **(A)** all and **(B)** p53-bound CAGE-seq peaks compared between MCF-7, RPE-1, and U2OS cells. Spearman correlation with two-tailed significance.

Supplementary Figure 5. p53 ChIP-seq, ATAC-seq, H3K4me1, and H3K27ac signals at p53 binding sites located in **(A)** enhancers, **(B)** transcribed DNA, and **(C)** quiescent chromatin. Subgroups determined by overlaps with an induced TSS ($\log_2$ FC > 0.5), uninduced TSS ($\log_2$ FC < 0.5), and no TSS. Regions sorted by H3K27ac signal. The uninduced TSS fraction has been removed from **(A)** and **(C)** for visualization purposes.

Supplementary Figure 6. p53 enhancer activation correlates with associated gene expression. Differential expression measured by CAGE-seq (y-axis) displays a positive Spearman correlation with differential expression measured by RNA-seq (x-axis) for **(A)** all promoterTSS-gene connections, **(B)** all enhancerTSS-gene connections, and **(C)** p53-bound enhancerTSS-gene connections. Spearman correlation with two-tailed significance. **(D-G)** Genome browser images displaying CAGE-seq data among p53 ChIP-seq, ATAC-seq, RNA-

seq, and CUT&Tag (H3K4me1 and H3K27ac) data at p53 binding sites in enhancers linked to the p53-induced genes **(D)** *ALDH3A1*, **(E)** *HES2*, **(F)** *HMOX1*, and **(G)** *NACC2*. The predicted p53RE is highlighted. p53 ChIP-seq, nucleosome-free ATAC-seq, and CUT&Tag data were normalized to CPM. CTSSs and RNA-seq were coverage normalized. **(H)** RT-qPCR data of MCF-7 cells transfected with siTP53 or siControl and treated with Nutlin-3a or DMSO solvent control. Normalized to DMSO treatment and *ACTR10* negative control. *CDKN1A* served as a positive control for a p53-regulated gene. Mean and standard deviation is displayed; n = 3 biological replicates. Statistical significance was obtained through a two-sided unpaired t-test. *, **, and *** indicate p-values < 0.05, <0.01, and <0.001, respectively.

Supplementary Figure 7. TSS usage near p53 binding sites does not depend on chromatin remodeling. The density of CAGE-seq-derived TSSs (CTSSs) at +/- 200 bp around canonical p53REs of p53 binding sites in open (left panel) or closed (right panel) chromatin in the DMSO control condition.

Supplementary Table 1. The table contains merged ATAC-seq peaks that occur in any condition with information on differential signal assessed by DESeq2.

Supplementary Table 2. The table contains merged CAGE-seq peaks that occur in any condition with information on the differential expression assessed by DESeq2 and the position with the maximal signal, the CTSS.

Supplementary Table 3. The table contains Nutlin-3a-induced CAGE-seq peaks ($\log_2$ fold-change > 1; FDR <0.1) linked to Nutlin-3a-induced genes ($\log_2$ fold-change > 0.5; FDR < 0.05) through enhancer-gene associations from ENCODE.

How the deposited data were processed for this re-analysis (not part of the article)

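H3K4me1 and H3K27ac were measured by CUT&Tag in MCF-7 cells treated with 10 µM Nutlin-3a or with 0.15% DMSO for 24 h, with 2 replicates per mark and treatment and 8 samples in all. The authors' processing notes name FastQC 0.11.9, Trimmomatic 0.39, cutadapt 2.10, SAMtools 1.14, Picard and MACS2, and the paper's methods add error correction with Rcorrector, alignment with segemehl, removal of duplicates, a minimum fragment length and removal of blacklisted regions. The build is hg38, and no peak of the 4 lists lies past the end of a chromosome. The paper's methods state that peaks were called without local background, with the broad option and a minimum fold of 8. The deposited lists are laid out as narrow peaks with a summit offset, and whether the broad option made them was not established. Each of the 4 deposited lists gives the start and end of its peaks, the authors' score, the authors' fold as a ratio over the genome-wide background, the -log10 p and the -log10 q. The smallest -log10 q in a list is 10.4, and the narrowest peak is 150 bp wide. No list names a replicate. Each was taken to combine both replicates of a mark and treatment, and the paper's text does not state how this was done. The mark and treatment of a list were taken from its name. The sequencing depth is unknown from the lists, so no depth could be weighed against a missing peak.

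From these lists, regions were formed by merging peaks of both treatments that overlap by at least 1 bp, and each region was placed by GENCODE release 44 as promoter (within 1000 bp of a TSS), genic or intergenic. Shares were given with exact Clopper-Pearson 95% intervals, which cover counting error only. The p53-bound enhancer loci were the TSS peaks of Table S3 merged within 1000 bp, and a peak within 500 bp was counted as lying at a locus. The p53REs were all matches to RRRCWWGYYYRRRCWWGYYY (20 bp) in the reference sequence with at most 1 mismatch at any base, and the control motif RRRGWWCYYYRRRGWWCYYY was searched the same way. For 10 gene lists, promoters were counted by the presence of a peak within 1000 bp of the canonical TSS. The lists hold p53 target genes, DREAM and RB-E2F cell cycle genes, RFX7 target genes, estrogen receptor and luminal genes, AP-1 family genes, NRF2 target genes, interferon-stimulated genes, secretory and inflammatory genes, housekeeping genes and other lineage genes, the last as markers of cell types other than luminal epithelium. Numbers were ranked among 10000 random sets drawn from regions or promoters with a peak of the same mark, matched in 10 bins of the larger of the 2 folds, or in 5 fold bins and 10 GC bins, with the seed 53. These ranks describe the lists and are not tests between treatments. Loci and motif matches were classed by peaks within 500 bp and random regions by their whole length, so single-list numbers at loci and motifs can run higher.

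Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and pysam 0.24.0, and samtools 1.23.1 was used for the reference sequence. The procedure was tested on simulated data. All planted regions, 119 of 119 planted loci and 100 of 100 planted motifs at each number of mismatches were recovered. Of 400 random sets, 17 (4.25%) in H3K4me1 and 13 (3.25%) in H3K27ac fell beyond the outer tails, and sets with 20 of 119 regions turned to Nutlin-3a only were found in 100 of 100 and 98 of 100 cases. These sets were drawn from the same regions they were ranked against, so the low rate follows by construction. The ranking of loci and motif matches, classed in windows, against whole regions was not simulated.

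Genes and loci were named by a rule written before the data were examined, when the values of Table S3 had been seen. The rule took the genes that the paper names at enhancers or as controls and the loci of Fig. 1E, Fig. 1F and Fig. 4D. For each mark it took the 10 Nutlin-3a only and up to 5 DMSO only enhancer loci of largest fold, up to 6 promoters per gene list and direction, and the 10 single-list regions of largest fold per mark and direction. Alternatives set at the same time were a minimum fold of 12 in both lists, a fold of 12 in one list with no peak in the other, lists of equal length, an overlap of at least 0.5 of the shorter peak, a gap of 500 bp, windows of 0 and 2000 bp, TSS peaks taken singly, promoters of 500 and 2000 bp, any transcript start, and 0 or 2 mismatches. Matching on GC content, pools of regions away from TSSs and a width limit of 3000 bp on single-list peaks were added after the data were examined.

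The set of p53 binding sites, the E2F4 and RFX7 binding sites, the chromatin states and the accessibility calls of the paper were not used, because they are not listed with the deposited peak lists. Tables S1 and S2 were held only in part and were left out. Only the peak lists were used, without reads or coverage, so the authors' differential signals could not be recomputed from them.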

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

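The tests of promoter placement reported here were chosen after the result was seen, as were the ranges by GC content, while what the tests of GC-rich fragments and of list length should show was written before their values were seen. Of 4488 promoters with an H3K4me1 peak, taken over all 19963 genes, 57.5% had it with Nutlin-3a only (2582 promoters) and 6.37% with DMSO only (286). Of 10782 promoters with an H3K27ac peak, 15.1% had it with DMSO only (1627) and 5.75% with Nutlin-3a only (620). Neither difference has a spread between replicates, since the lists do not separate the replicates. Both counts are over all genes and so include promoters that the paper discusses as well as others. For E2F4 binding sites the paper reports a substantial drop of H3K27ac (Supplementary Fig. S2B).

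The H3K4me1 peaks found with Nutlin-3a only followed the GC content of the region. A placement of H3K4me1 on promoters by the treatment is argued against by regions away from promoters, of which 70.3% had a peak with Nutlin-3a only above 60% GC, against 66.0% of promoter regions. The larger number of peaks in the Nutlin-3a list is argued against by lists of equal length, in which the share above 60% GC was still 3.78 times that at 40% to 45% GC. A different recovery of GC-rich fragments in the libraries of the 2 treatments remains open and may account for the pattern. Among regions away from promoters without an H3K27ac peak the same ratio was 3.75, as written beforehand for such a recovery. This value is the pattern itself in a part of the regions. It cannot tell a different recovery from a gain of H3K4me1 on GC-rich chromatin. The H3K27ac lists go the other way, with DMSO only shares away from promoters of 32.3% at 40% to 45% GC and 62.2% above 60% GC, and an effect of p53 activation on GC-rich chromatin was not tested.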

How the results depend on the processing

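The width limit of 3000 bp on single-list peaks was chosen after the values were seen, and all other settings were set before. Of the comparisons of the leading results with a setting, 60 were the same, 66 moved and 2 reversed. Of those of the other results, 76 were the same, 33 moved and 3 reversed. Values are shares in percent or net numbers of promoters, and Nutlin-3a only is given before DMSO only. No paired analysis was possible because the lists do not separate the replicates, and leaving out a replicate was not possible for the same reason. Depth, which limits what can be called as a peak, is unknown from the lists.

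With a fold of at least 12 in both lists, the shares of regions were 35.0 and 20.0 in H3K4me1 and 34.7 and 21.5 in H3K27ac, where the larger share changed side. The shares of these regions with a p53RE were 2.09 and 0.559 in H3K4me1 and 3.56 and 0.345 in H3K27ac. The Nutlin-3a only share of enhancer loci was 51.3 in H3K27ac. That of p53REs in H3K4me1 was 54.2 for distal and 60.4 for promoter p53REs. In H3K4me1, the net number was 3 for p53 target genes and 3 for DREAM and RB-E2F genes. The sign reversed for p53 target genes in H3K27ac, to 6, and for RFX7 target genes in H3K4me1, to 1. This setting leaves out peaks of a lower fold from both lists, and beyond that the cause was not tested.

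With a fold of at least 12 in one list and no peak in the other, the shares of regions were 2.69 and 1.07 in H3K4me1 and 3.00 and 1.38 in H3K27ac, where the larger share changed side. By construction fewer single-list regions are counted. The shares of these regions with a p53RE were 3.95 and 0.737 in H3K4me1 and 6.48 and 0.274 in H3K27ac. The shares of enhancer loci were 10.9 and 0.840 in H3K4me1, and the DMSO only share was 1.68 in H3K27ac. The Nutlin-3a only shares of p53REs were 12.8 (distal) and 16.8 (promoter) in H3K4me1 and 26.3 and 17.2 in H3K27ac. The net number was 4 for p53 target genes and 2 for DREAM and RB-E2F genes in H3K4me1, and -8 for the latter in H3K27ac. For estrogen receptor and luminal genes the sign in H3K27ac reversed, to 1, and the cause of the reversal was not tested.

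With lists of equal length, the shares of regions were 23.7 and 24.4 in H3K4me1 and 34.1 and 33.7 in H3K27ac, so the larger share changed side in both marks. The longer list loses peaks by construction. With a gap of 500 bp they were 26.1 and 20.8 in H3K4me1 and 32.4 and 34.1 in H3K27ac, where more peaks join by construction. With an overlap of at least 0.5 of the shorter peak, those in H3K27ac were 33.5 and 35.3, where fewer peaks join by construction.

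Without mismatches, the shares of regions with a p53RE were 0.249 and 0 in H3K4me1 and 0.389 and 0.00542 in H3K27ac. With at most 2 mismatches they were 4.48 and 0.544, and 3.89 and 0.396. More mismatches allow more matches by construction. The Nutlin-3a only shares of p53REs without mismatches were 66.7 (distal) in H3K4me1 and 87.3 (distal) and 73.3 (promoter) in H3K27ac, and with at most 2 mismatches 64.6 (distal) in H3K27ac. The cause was not tested. With a window of 0 bp these shares were 54.2 (distal) in H3K4me1 and 79.4 (distal) and 57.8 (promoter) in H3K27ac. With 2000 bp the distal shares were 36.9 in H3K4me1 and 55.4 in H3K27ac. The cause was not tested.

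For DREAM and RB-E2F genes, the net number in H3K4me1 was 8 with a promoter of 500 bp and 9 with 2000 bp. For p53 target genes, that in H3K27ac was -1 with 2000 bp and reversed to 1 with any transcript start. For RFX7 target genes, that in H3K4me1 reversed to 1 with a promoter of 500 bp. The cause was not tested for any of these.

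With single-list peaks limited to under 3000 bp, the Nutlin-3a only share was 17.6 for enhancer loci in H3K4me1, and for distal p53REs 41.9 in H3K4me1 and 68.9 in H3K27ac. For p53 target genes the net number was 7 in H3K4me1 and 0 in H3K27ac. Fewer single-list peaks are counted by construction.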

Differences from the paper's values

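The number of sites with H3K4me1 was 63092 when peaks of both treatments were merged, and about 21000 in Fig. 2B, read by eye, the paper's value. For H3K27ac it was 52885, and about 12000 in Fig. 2B, read by eye, the paper's value. Among the alternatives set before the data were examined, a fold of at least 12 in both lists gave 20528 and 12170 sites and did not differ from the paper's values by more than 1.5 times. Lists of equal length (60589 and 51928), an overlap of at least 0.5 of the shorter peak (63764 and 53674) and a gap of 500 bp (59897 and 49814) left the difference. No cause was established, and none of these settings was chosen after the result was seen.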

Other observations

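All tests of the wide peaks and the cell cycle promoters below were chosen after the results were seen, while the gene lists were fixed before. At promoters of p53 target genes, the number with an H3K27ac peak had no stable direction. It was 44 with DMSO and 42 with Nutlin-3a, but 20 and 26 with a fold of at least 12 in both lists and 46 and 47 with any transcript start, and with single-list peaks under 3000 bp 3 promoters stood on either side. Of 48 marked promoters, 4 had the peak with Nutlin-3a only, those of the cytokine LIF (fold 13.0), the death receptor FAS (11.0), SESN2 (10.9) and EDA2R (8.42). With DMSO only it was present at 6, those of the p53 inhibitor MDM2 (27.2), PHLDA3 (18.5), PLK2 (14.6), CDKN1A, APAF1 (9.15) and CYFIP2 (8.57). Since the lists hold few peaks over 8000 bp, a wide peak with Nutlin-3a is not excluded at these 6. Their missing peaks cannot be read as loss of acetylation. The net number of -2 lies within the range of random lists (-8 to 2). In H3K4me1, 12 of 23 marked p53 target promoters had the peak with Nutlin-3a only, among them the repair gene DDB2 (15.6), LIF (13.3), FDXR (12.2), SERPINE1 (12.1), PHLDA3 (11.2) and NECTIN4 (10.3), and TNFRSF10C had it with DMSO only (12.0). The net number of 11 lies within the random range (5 to 16).

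Of 18 estrogen receptor and luminal promoters with H3K27ac, SIAH2 (19.0) and the cyclin gene CCND1 (15.7) had it with Nutlin-3a only, and RARA (13.5), the progesterone receptor gene PGR (11.1), MYB (10.8), CA12 (8.99) and CXCL12 (8.73) with DMSO only. In H3K4me1, 7 of 18 had the peak with Nutlin-3a only, led by MYC (17.1), KRT19 (16.7), IGFBP4 (14.2), FOXA1 (13.9), XBP1 (12.6) and SIAH2 (8.49), and RARA (10.3), ESR1 (9.71) and ELF3 (8.84) with DMSO only. All 10 AP-1 family promoters had H3K27ac, FOSL2 (28.2) and MAFF (8.20) with DMSO only, and 1 had H3K4me1, with both treatments. Of 13 NRF2 target promoters with H3K27ac, 2 had it with Nutlin-3a only, HMOX1 and AKR1B10 (9.45), a net gain that 422 of 10000 random lists matched on fold and 653 matched on fold and GC content reached, which lies within the random range (-5 to 2) and is 0 in both settings with a fold of 12. In H3K4me1, OSGIN1 (12.1), SLC7A11 (9.62) and AKR1C1 (9.23) had a peak with Nutlin-3a only. Among interferon-stimulated genes, IFI27 (8.50) had H3K27ac with Nutlin-3a only, and IRF9 (13.5), OAS1 (9.70) and ISG15 (8.46) H3K4me1. Among secretory and inflammatory genes, RELB (9.26) had H3K27ac with Nutlin-3a only, and IL6 (9.95) and NFKBIA (9.86) H3K4me1. Among housekeeping genes, ATP5F1B (13.4), GUSB (12.6), GAPDH (12.3) and RPS18 (10.7) had H3K4me1 with Nutlin-3a only and TUBA1B (8.50) with DMSO only. Of 25 other lineage genes, 2 had H3K27ac, both with both treatments, and CD14 (10.7) and KRT5 (8.77) had H3K4me1 with Nutlin-3a only. Of the 22 cell cycle promoters with H3K4me1 with Nutlin-3a only, FEN1 (11.5), NDC80 (11.4) and ECT2 (11.3) followed ANLN, CDK1 and TPX2.

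The 10 single-list regions of largest fold were, by nearest gene, for H3K4me1 with Nutlin-3a only BCAS1 (108), TRIM37 (73.5 and 37.9), ZNF217 (58.2), MBTPS1 (49.6), ADAMTS9 (38.8), SULF2 (38.6), ATP9A (37.5), GRHL2 (36.1) and TRIM33 (36.0). With DMSO only they were ZNF217 (65.7 and 54.3), TUBD1 (63.4 and 44.1), SULF2 (53.0), TBX2 (51.6), NCOA3 (50.6, 48.5 and 46.6) and ATP9A (42.0). For H3K27ac with Nutlin-3a only they were BCAS1 (56.5), AGPAT5 (52.4), LY6L (49.3), TEX14 (49.2), USP32 (44.3), TBX2 (39.3), CLUAP1 (38.4), CT47A1 (37.2), ACTBL2 (33.6) and AMBRA1 (33.5). With DMSO only they were HIPK1 (69.5), IER2 (41.7), ZFP36L1 (35.9), SCYL1 (33.0), BCAS1 (32.9), SEPTIN9 (32.1), TLK2 (30.9), H3-3B (29.0), RAB10 (28.8) and FOSL2. Most of them are over 3000 bp wide, such as those of largest fold at BCAS1 (7088 bp in H3K4me1) and HIPK1 (7850 bp), and with few peaks over 8000 bp in the lists these wide regions cannot be read as specific to a treatment. Among the H3K27ac regions with Nutlin-3a only, most are narrower, at AGPAT5 (927 bp), LY6L (2562 bp), CLUAP1 (2073 bp), CT47A1 (1692 bp), ACTBL2 (1375 bp) and AMBRA1 (778 bp), as are those of H3K4me1 at MBTPS1 (1199 bp) and TUBD1 (2841 bp, DMSO only). Of the 100 H3K4me1 peaks of largest fold, 42 with DMSO and 45 with Nutlin-3a lay on chromosome 20, which holds 3.22% and 3.48% of all peaks, and 31 and 26 on chromosome 17. For H3K27ac, 9 with each treatment lay on chromosome 20, which holds 5.79% and 5.30% of all peaks, and 15 and 12 on chromosome 17. Folds over a genome-wide background are not adjusted for copy number, which the lists do not hold.

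Few peaks over 8000 bp wide were present in any list. That such peaks were left out of the deposited lists remains open and may account for this, since in each list the peaks of 8000 to 9000 bp numbered at most 9.65% of those of 7000 to 8000 bp. A lack of domains over 8000 bp in the cells is argued against by the wide strong peaks with a partner in the other treatment, of which the lowest share was 92.0%, below the interval for peaks of 3000 to 5000 bp in 3 of the 4 lists. A change of the widest domains by Nutlin-3a is argued against by the DMSO lists, where peaks of 8000 to 9000 bp also numbered at most 8.41% of those of 7000 to 8000 bp.

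Fewer H3K27ac peaks were called at DREAM and RB-E2F promoters with Nutlin-3a than with DMSO. The GC content of these promoters is argued against by random lists matched on fold and GC content, of which the lowest net number was -19. With single-list peaks under 3000 bp only, the net number was -19, which none of 10000 random lists under the same rule reached. This cannot decide whether wide domains are missing from the Nutlin-3a list. The rule limits the width of the DMSO peaks, and the width of a missing domain cannot be seen. A lower H3K27ac signal at these promoters with Nutlin-3a remains open as an explanation from the lists alone, since the net number of -23 is the pattern itself and no test of its cause. From signals, which the lists do not hold, the paper reports a substantial drop of H3K27ac at E2F4 binding sites (Supplementary Fig. S2B). Whether a lower H3K27ac signal follows from a lower share of cycling cells after treatment was not tested.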
